# GM-CSF drives dysregulated hematopoietic stem cell activity and pathogenic extramedullary myelopoiesis in experimental spondyloarthritis

**DOI:** 10.1038/s41467-019-13853-4

**Published:** 2020-01-09

**Authors:** Daniel Regan-Komito, James W. Swann, Philippos Demetriou, E. Suzanne Cohen, Nicole J. Horwood, Stephen N. Sansom, Thibault Griseri

**Keywords:** Haematopoietic cell growth factors, Myelopoiesis, Chronic inflammation, Osteoimmunology, Spondyloarthritis

## Abstract

Dysregulated hematopoiesis occurs in several chronic inflammatory diseases, but it remains unclear how hematopoietic stem cells (HSCs) in the bone marrow (BM) sense peripheral inflammation and contribute to tissue damage in arthritis. Here, we show the HSC gene expression program is biased toward myelopoiesis and differentiation skewed toward granulocyte-monocyte progenitors (GMP) during joint and intestinal inflammation in experimental spondyloarthritis (SpA). GM-CSF-receptor is increased on HSCs and multipotent progenitors, favoring a striking increase in myelopoiesis at the earliest hematopoietic stages. GMP accumulate in the BM in SpA and, unexpectedly, at extramedullary sites: in the inflamed joints and spleen. Furthermore, we show that GM-CSF promotes extramedullary myelopoiesis, tissue-toxic neutrophil accumulation in target organs, and GM-CSF prophylactic or therapeutic blockade substantially decreases SpA severity. Surprisingly, besides CD4^+^ T cells and innate lymphoid cells, mast cells are a source of GM-CSF in this model, and its pathogenic production is promoted by the alarmin IL-33.

## Abstract (web summary)

Spondyloarthritis pathology is manifested by increased myeloid infiltration of the joints. Here the authors show that in a mouse model of spondyloarthritis, a single dose of a microbial ligand curdlan induces persistent extramedullary myelopoiesis in the spleen and joints, which is driven by GM-CSF and can be amplified by exogenous IL-33.

## Introduction

Long-term hematopoietic stem cells (LT-HSC) differentiate through short-term HSC (ST-HSC) and then multipotent progenitor (MPP) stages into lineage restricted progenitors, i.e., lymphoid, myeloid, or megakaryocyte/erythroid progenitors^1^. Recently, dysregulation of hematopoietic stem and progenitor cell (HSPC) activity in the bone marrow (BM) has been reported in several chronic inflammatory diseases, including inflammatory bowel disease^2,3^, lupus^4^, and atherosclerosis^5,6^. However, the mechanism by which HSPCs inside the BM detect and respond to peripheral inflammation affecting remote target tissues remains elusive. Some clues have emerged from research into antimicrobial immunity^7^, where studies have revealed that, although sheltered inside the BM niche, HSCs are more reactive to environmental cues than previously appreciated. Indeed, HSCs express receptors for inflammatory cytokines (e.g., receptors for IFN-α/β, IFN-γ, and IL-1β) and microbial compounds (e.g., TLR2 and TLR4), which upon activation trigger HSC proliferation and differentiation^7–9^.

In this study, we investigate how HSC and downstream progenitors respond to the systemic inflammation characterizing spondyloarthritis (SpA). SpA encompasses several inflammatory arthropathies, including ankylosing spondylitis (AS), psoriatic arthritis, and enteropathic arthritis, which share common genetic and environmental triggers and pathophysiological mechanisms^10^. These include, for example, involvement of the IL-23/Th17 pathway and intestinal dysbiosis^11^. SpA is a systemic disease, such that inflammation affects not only the peripheral and axial joints but also other tissue sites, especially the barrier surfaces of the skin and intestine. Mechanistically, inflammation triggered by microbial stress at barrier surfaces together with mechanical stress in the joints of individuals with a predisposing genetic background are thought to contribute to SpA development^10,12^.

At the cellular level, although the immune cell network that drives SpA is still unclear, genetic and experimental evidence supports a central role for innate cells in disease development^10,12^. For example, in response to microbial or sterile inflammatory stimuli, macrophages and dendritic cells produce excessive amounts of cytokines promoting arthritogenic Th17 cell response, e.g., IL-23, IL-6, and IL-1β. In addition, neutrophils accumulate in the synovial fluid of SpA patients and inflamed entheses (i.e., tendon and ligament insertions into the bone). These over-activated neutrophils are tissue-toxic owing to release of proteases, reactive oxygen species, and inflammatory cytokines that contribute to chronic bone and cartilage damage^13,14^. Importantly, neutrophils are short-lived cells and their peripheral numbers are highly dependent on the output from HSPCs in the BM^15^.

Here, we ask how HSCs and myeloid progenitor cells in the BM respond to the inflammation targeting peripheral tissues in arthritis. We utilize a recently described model of SpA characterized by chronic arthritis development, enteritis, and systemic inflammation with numerous clinical features observed in AS patients^16^. In particular, we investigate how the chronic inflammation occurring in SpA influences the gene expression programs of HSCs and MPPs and impacts their differentiation into the various lineage-committed progenitors. Consequently, we highlight a key role for granulocyte-macrophage colony stimulating factor (GM-CSF) in regulating these processes in the BM and at extramedullary sites. In addition, we identify mast cells (MC) as a cellular source of GM-CSF during SpA and reveal IL-33 as a potent inducer of GM-CSF secretion, the latter promoting the production of tissue-toxic neutrophils in the BM and at extramedullary sites.

## Results

### Hematopoiesis is biased toward myelopoiesis during SpA

Given that HSCs express receptors for inflammatory stimuli^7^, we hypothesized that HSC activity in the BM may be modulated by signals that originate remotely in inflamed peripheral organs in SpA and travel to the BM via the bloodstream. To test this notion, we utilized arthritis-prone SKG mice^17^ in the context of a novel model of SpA in which an IP injection of the microbial polysaccharide curdlan, a potent inducer of IL-23-mediated Th17 responses^18^, triggers a SpA-like phenotype (Fig. 1a) replicating many features of AS in humans^16^. We confirmed these observations as curdlan-injected SKG mice developed a non-resolving inflammation characterized after ~1 month by severe paw swelling and draining lymph node enlargement, small intestinal inflammation, and enthesitis associated with ankle swelling and new bone formation. Conversely, SKG mice injected with phosphate-buffered saline (PBS) remained healthy (Fig. 1b, Supplementary Fig. 1a, b). In addition to the joint phenotype, we observed signs of systemic inflammation in spondyloarthritic SKG mice, manifesting as pale BM (a sign of anemia), splenomegaly (Fig. 1b), an intestinal increase in expression of inflammatory genes, i.e., *Il1*, *Il6*, *Il23*, and *Tnf* (Supplementary Fig. 1c), and weight loss (Supplementary Fig. 1a).

**Fig. 1:**
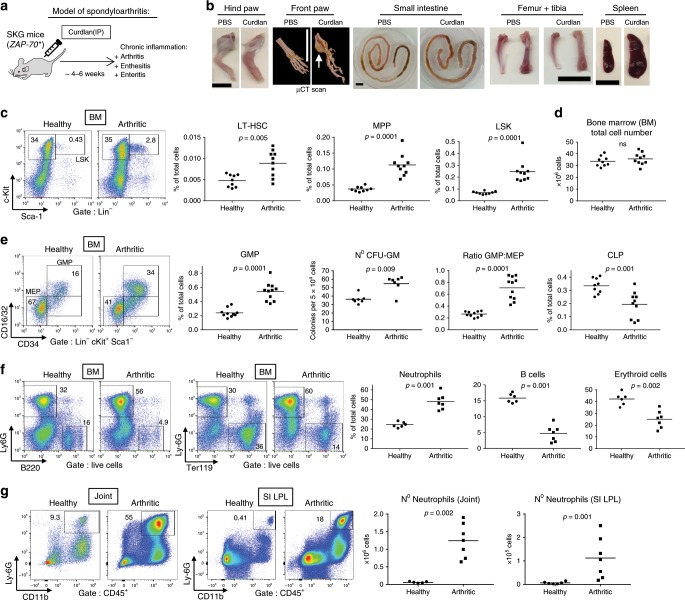
Hematopoiesis is biased toward myelopoiesis during experimental SpA. **a** Experimental protocol to induce spondyloarthritis (SpA) in SKG mice. Single injection of curdlan IP causes non-resolving inflammation of joints, entheses, and small intestine (SI). Samples derived from such “arthritic” SKG mice culled 4–6 weeks after triggering were compared with PBS-injected “healthy” SKG mice (**b**–**g**). **b** Images of gross pathologic changes observed during SpA in SKG mice. Front paw: 3D-reconstructed ex vivo µCT radiographs of front paw. Arrow shows new bone formation characteristic of SpA. Scale bars = 1 cm. **c** Staining of bone marrow (BM) cells with frequencies of progenitors (Sca-1^−^cKit^+^) and LSK cells (Sca-1^+^cKit^+^) among Lin^−^ cells. Graphs show frequencies of long-term hematopoietic stem cells (LT-HSC), multi-potent progenitors (MPP), and LSK cells among total cells. **d** Total count of BM extracted from one tibia and one femur of each mouse. **e** BM staining for CD16/32 and CD34, showing frequencies of granulocyte macrophage progenitors (GMP) and megakaryocyte-erythroid progenitors (MEP) among Lin^−^cKit^+^Sca-1^−^ progenitor cells. Graphs show frequencies of GMP and common lymphoid progenitors (CLP), ratio of GMP:MEP, and number of myeloid CFU-GM colonies obtained from BM cells plated in methylcellulose medium. **f** Staining and graphs showing frequencies of mature neutrophils (Ly6G^+^), B cells (B220^+^), and erythroid cells (Ter119^+^ red blood cells) among total BM cells. **g** Graphs and staining of cells from paws and small intestine (SI LPL), showing frequency and absolute number of neutrophils (CD11b^+^Ly6G^+^). Dots represent individual mice; horizontal bars indicate mean. Data are representative of three independent experiments (**b**–**g**). Groups were compared using Mann–Whitney *U* tests. Source data are provided as Source Data file.

To identify HSCs and downstream progenitors, we utilized a well-defined panel of fluorescence-activated cell sorting (FACS) markers (Supplementary Fig. 1d)^19^. Compared to healthy controls, spondyloarthritic mice assessed *~*6 weeks after triggering showed a marked increase in BM of Lineage^−^Sca1^+^cKit^+^ (LSK) cells (Fig. 1c). Among LSK cells, the percentage of MPPs was considerably increased in the BM during disease, together with the upstream and primitive CD34^−^CD48^−^CD150^+^ LT-HSCs (Fig. 1c). Of note, percentage changes in HSPC were mirrored by similar changes in absolute cell numbers (Supplementary Fig. 1e) because the total BM cellularity was unchanged during SpA (Fig. 1d).

We then investigated if the normal balance of differentiation among hematopoietic lineages was altered by chronic inflammation. Downstream of HSCs and MPPs, the BM of spondyloarthritic mice displayed a ~2.3-fold increase in the percentage and absolute number of granulocyte–monocyte progenitors (GMP) compared to healthy mice (Fig. 1e and Supplementary Fig. 1e). These GMPs are highly proliferative cells that give rise to neutrophils and monocytes/macrophages^20^. Bias toward myelopoiesis was confirmed functionally by an increase in the number of colony forming unit-granulocyte macrophage (CFU-GM) derived from BM in inflamed mice (Fig. 1e). The bias was also reflected in a decrease in megakaryocyte-erythroid progenitors (MEP), resulting in an increase in the balance of myeloid to erythroid progenitors in SpA (GMP:MEP ratio) (Fig. 1e). Greater myelopoiesis occurred at the expense of erythropoiesis and lymphopoiesis, with a significant decrease in common lymphoid progenitors (CLP) during disease (Fig. 1e). These changes in HSPCs correlated with a significant increase in mature BM neutrophils during SpA and a decline in BM erythroid and B cells compared to healthy mice (Fig. 1f). Ultimately, the increased BM myelopoiesis supported the chronic accumulation of short-lived neutrophils occurring in the paw joints and small intestine (SI) during SpA, i.e., ~50 and ~20-fold increases, respectively (Fig. 1g). These neutrophils had an activated phenotype in SpA, characterized by increased FcγRI expression, and production of TNF and IL-1β (Supplementary Fig. 1f), which are proarthritic cytokines^17^.

In sum, the non-resolving joint and intestinal inflammation in spondyloarthritic mice was accompanied in the BM by dysregulated HSPC activity and biased differentiation toward myeloid progenitors, culminating in an invasion of target organs by activated and tissue-toxic neutrophils.

### HSC and MPP upregulate myelopoiesis associated genes in SpA

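LT-HSCs, ST-HSCs, MPPs, and GMPs follow each other on the hematopoietic tree, from the long-term stem cell to the progenitor of granulocytes and macrophages. They were sorted in 3 separate experiments from the BM of SKG mice, 5 weeks after an injection of curdlan (arthritic) or PBS (healthy). SKG mice are BALB/c mice that a point mutation in *Zap70* makes prone to arthritis. Each RNA-seq library came from a pool of 8 female mice, and each of the 8 groups (4 populations, healthy or arthritic) had 3 libraries, 24 in all. The authors aligned the 75 bp read pairs to mm10 with Hisat2 (version 2.0.4) and counted them on the genes of Ensembl version 83 with featureCounts at its default settings. At these settings strand is ignored, and reads that map to several places or overlap several genes are not counted, so the counts of paralogs and of overlapping genes are uncertain. The deposited count table holds raw counts, without normalization. Between 4.09 M and 14.3 M counts per library fell on genes, with a median of 6.29 M, and the group medians ran from 5.16 M in arthritic LT-HSCs to 7.75 M in healthy GMPs. The paper's reported depth is an average of 11.2 M read pairs per sample. For the values given here, counts were divided by library sizes scaled with edgeR's TMM factors, as CPM. In each population, the 3 arthritic libraries were compared with the 3 healthy ones by edgeR's quasi-likelihood test, on the genes that its filterByExpr function kept, with Benjamini–Hochberg (BH) adjustment over all genes tested. The labels number the libraries of each group from 1 to 3, each number was taken to stand for one of the 3 experiments, which neither the paper nor the labels state, and fits with the experiment as a replicate block stand beside those without it. A permutation test of 3 libraries against 3 cannot give a two-sided p-value under 0.1.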

To identify potential modulators of HSPC activity during inflammation, we studied the transcriptomes of FACS-sorted LT-HSCs, ST-HSCs, MPPs, and GMPs from the BM of spondyloarthritic and healthy SKG mice. As expected, analysis of RNA-sequencing data from each of these populations revealed a principal component of variation that captured the progression from multi-potency to lineage restriction (PC1, Supplementary Fig. 2a). 

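Principal components were computed from the variance-stabilized counts of the 6411 genes that differed between the 8 groups in DESeq2's likelihood-ratio test (BH adjusted p-value under 0.1). PC1 held 54.8% of the variance and PC2 11.6%. The mean PC1 score of the healthy groups was −59.2 ± 1.84 (SD, n = 3) in LT-HSCs, −27.2 ± 6.20 in ST-HSCs, −1.30 ± 4.61 in MPPs, and 67.1 ± 6.74 in GMPs. No healthy group overlapped another on this component. Arthritic LT-HSCs scored −58.3 ± 0.938, ST-HSCs −15.2 ± 3.29, MPPs 21.6 ± 10.2, and GMPs 72.5 ± 8.98 (SD, n = 3 each). The share of PC1 moved most when all 14787 genes kept by filterByExpr entered in place of the 6411, to 37.4%. Over all 24 libraries, the experiment accounted for 0.486% of the variance of the PC1 scores and for 61.5% of that of the PC3 scores. PC1 scores differ mostly between populations, so the 0.486% does not show how much the experiment moves libraries within a population. Across all pairs of groups, the deviations of same-numbered libraries from their group means had a mean correlation of 0.339 across genes, against −0.153 for libraries with different numbers. With the experiment removed from the values as a replicate block, PC1 held 59.3%.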

Closer inspection of this component revealed that MPPs extracted from arthritic mice had a transcriptional profile more similar to GMPs than that displayed by their healthy counterparts. 

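Arthritic MPPs lay 22.9 PC1 units above healthy MPPs, which is 33.6% of the distance from healthy MPPs to healthy GMPs (SD 15.0 percentage points over the 3 arthritic libraries). Every arthritic MPP library scored above every healthy one (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Within the 3 experiments, the arthritic library exceeded the healthy one by 15.5, 25.3, and 28.0 units. ST-HSCs differed by 11.9 units in the same direction (exact p = 0.1), LT-HSCs by 0.878 (exact p = 0.6), and GMPs by 5.39 (exact p = 0.4). After BH adjustment over these 4 exact tests, the p-values were 0.2 for MPPs and ST-HSCs, 0.533 for GMPs, and 0.6 for LT-HSCs. Whether the populations differ in their shift was not tested. The genes behind the component were themselves chosen for differences between the groups, arthritic groups included. With all genes kept by filterByExpr the shift was 32.3% and its exact p rose to 0.3. Components fitted on the healthy libraries alone, with the arthritic libraries projected onto them, gave 32.0%. Leaving out each experiment in turn gave 29.2% to 44.1%. With the experiment removed as a replicate block the shift was 33.6%, with an SD of 8.76 percentage points over the arthritic libraries.

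**Figure D1:**
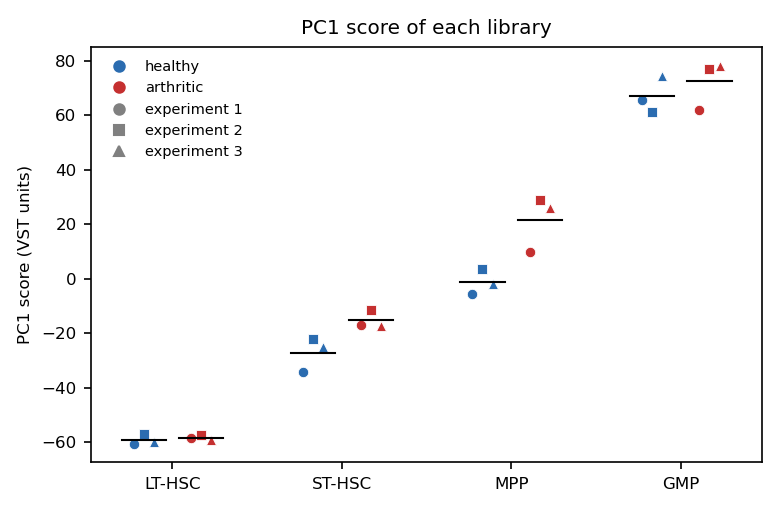
PC1 score (variance-stabilized units, y axis) of each of the 24 libraries by population (x axis), healthy in blue and arthritic in red, with one marker shape per experiment and a bar at each group's mean. The arthritic MPP libraries score from 9.94 to 28.9 and the healthy ones from −5.57 to 3.59.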

To investigate this observation, we compared genes significantly differentially expressed between arthritic and healthy MPPs with those that showed significant differences between healthy MPPs and GMPs. 

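Between 3 arthritic and 3 healthy MPP libraries, 14 of 12217 genes tested had a BH adjusted p-value under 0.1 in edgeR's quasi-likelihood test, and all 14 were higher in arthritic MPPs. At an unadjusted p under 0.05 there were 678 genes. Healthy MPP and arthritic MPP libraries of the same experiment deviated from their group means together, with a mean correlation across genes of 0.552, against −0.236 between experiments. With the experiment as a replicate block, 261 genes passed the same threshold, 162 higher and 99 lower, with all 14 among them. The common biological coefficient of variation was 0.402 without the block and 0.229 with it. DESeq2's Wald test with a local dispersion fit gave 288 genes (133 higher, 155 lower). The paper's methods name DESeq2 with that fit, but not which of its tests was used for pairs of groups. The count moved most, to 1100 genes, when the block was added to the Wald test. It was 0 in edgeR with DESeq2's median-of-ratios factors, upper-quartile factors, robust fitting, or at least 10 counts in every library. It was also 0 with limma-trend on log2 FPKM, and 0 to 58 when each MPP library was left out. Between healthy GMPs and healthy MPPs, 1909 of 12336 genes passed in edgeR, 788 higher in GMPs and 1121 lower. Here the same-numbered libraries correlated at 0.572, and the replicate block gave 4872 genes, 2217 higher and 2655 lower, which included all 1909. All 14 genes that differed between arthritic and healthy MPPs also differed between healthy GMPs and MPPs. Not all did so in the same direction: *Selp*, higher in arthritic MPPs, was lower in healthy GMPs (log2 fold change −2.17). Both comparisons used the same healthy MPP libraries, which can raise such an overlap.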

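Log2 fold changes between arthritic and healthy MPPs were set against those between healthy GMPs and healthy MPPs over the 1797 genes that were tested in both comparisons and had a BH adjusted p-value under 0.1 in either. Spearman's rho across these genes was 0.747 and Pearson's r was 0.740. Genes are not independent replicates, so no p-value was computed across them. Of the 684 genes higher in GMPs, 648 (94.7%) were higher in arthritic MPPs, with a median log2 fold change of 0.55. Of the 1113 genes lower in GMPs, 936 (84.1%) were lower in arthritic MPPs, with a median of −0.43. With the experiment as a replicate block (same-numbered MPP libraries correlated at 0.552), rho was 0.727 over 4750 genes. Leaving out each of the 9 libraries in turn gave 0.695 to 0.810, a jackknife SD of 0.0922. Within the 3 experiments taken singly, each with its own arthritic MPP, healthy MPP, and healthy GMP library, rho over the same genes was 0.562, 0.704, and 0.730. Healthy MPP libraries enter both axes. In a comparison added after the data were seen, the change in each experiment was set against the MPP and GMP libraries of the other experiments, and rho was 0.524, 0.648, and 0.717. With healthy LT-HSCs in place of healthy MPPs on the x axis, so that no library was shared, rho was 0.606 over 4108 genes, the largest move from 0.747 among the fits chosen in advance (taking the mean where several were made), and with healthy ST-HSCs it was 0.695. When the healthy MPP libraries were divided between the axes, rho ran from 0.572 to 0.802, with a mean of 0.707. This was over the 5 of 6 divisions that left genes past the threshold, with 57 to 1726 genes each. Over all genes, the 6 divisions gave a rho of −0.0920 to 0.472, with a mean of 0.218. In these divisions, differences between experiments enter with opposite sign. With the healthy MPP libraries on both axes, rho over all 12033 genes tested in both comparisons was 0.606.

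**Figure D2:**
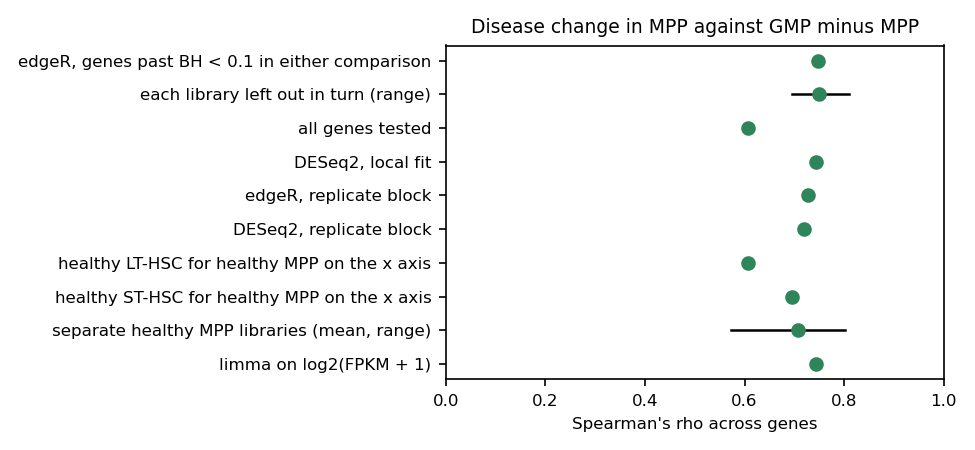
Spearman's rho across genes (x axis) between the change in arthritic MPPs and the difference of healthy GMPs from healthy MPPs, by the way the data were treated (y axis). Points are the rho of each setting, or the mean where several fits were made, and lines span the lowest to the highest of those fits. The lowest points lie at 0.606 and the edgeR fit of each comparison on its own libraries at 0.747.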

We found a strong positive correlation (Spearman’s rho = 0.75, *p* = 2.2 × 10^−16^) between transcriptional changes associated with SpA development in MPPs and the transcriptional differences between MPPs and GMPs in healthy SKG animals (Fig. 2a). This result suggests that MPPs are biased toward expression of pro-myeloid genes in SpA. 

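Lists of genes drawn up in advance from common knowledge of the lineages were tested as sets with limma's fry rotation test, with BH adjustment over 28 tests of 7 lists in 4 populations. In arthritic MPPs, all 22 tested genes of the list of neutrophil granule and GMP genes were higher than in healthy MPPs, with a mean log2 fold change of 1.59 (adjusted p = 0.0536 from limma's fry). Under the replicate block the mean was 1.54 and the adjusted p of limma's fry 0.0967, the highest over the alternatives that kept all libraries. The adjusted p was 0.000958 to 0.0967 over the alternatives with limma's fry, and 0.0479 to 0.122 with limma's fry when each MPP library was left out. Limma's competitive camera test gave 4.64e-33, but at its default setting it takes genes almost as independent replicates. That value therefore does not measure the spread between libraries. The list of mature neutrophil genes had 12 tested genes, all 12 higher, with a mean of 1.26 (adjusted p = 0.172 from limma's fry). Of the lymphoid list, 14 of 19 genes were lower, with a mean of −0.40 (limma's fry, adjusted p = 0.269), and of the erythroid and megakaryocyte list 11 of 16 were lower, also with a mean of −0.40 (limma's fry, adjusted p = 0.263). In arthritic LT-HSCs both lists leaned the other way. There 7 of 11 lymphoid genes were higher, with a mean of 1.05 (limma's fry, adjusted p = 0.0596). Of the erythroid and megakaryocyte genes 13 of 18 were higher, with a mean of 0.82 (limma's fry, adjusted p = 0.413). From the positive correlation across genes, the paper proposes that MPPs lean toward the expression of pro-myeloid genes in SpA.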

For example, we found genes expressed at high levels by developing or mature neutrophils, e.g., *Elane* (elastase gene) or *Ctsg* (cathepsin G gene), and more broadly by myeloid cells, e.g., *Lbp*, *Cd14*, and *Trem1*, to be upregulated in the multipotent MPPs in SpA (Fig. 2b and Supplementary Fig. 2b). 

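*Elane* (ENSMUSG00000020125, chromosome 10 of mm10, 79886247 to 79888215) had 303 ± 196 CPM in healthy and 1898 ± 984 CPM in arthritic MPPs (SD, n = 3 libraries each). Its log2 fold change was 2.72 (standard error 0.57, adjusted p = 0.257 from edgeR's quasi-likelihood test with BH adjustment). *Ctsg* (ENSMUSG00000040314, chromosome 14, 56099881 to 56102574) rose from 123 ± 27.7 to 540 ± 120 CPM, a log2 fold change of 2.20 (standard error 0.30, edgeR adjusted p = 0.0980). *Lbp* (ENSMUSG00000016024, chromosome 2, 158306493 to 158332852) rose from 21.1 ± 2.35 to 100.0 ± 22.2 CPM, by 2.31 on the log2 scale (standard error 0.27, edgeR adjusted p = 0.0980). *Cd14* (ENSMUSG00000051439, chromosome 18, 36725067 to 36726798) went from 8.62 ± 1.90 to 42.0 ± 21.8 CPM, a log2 fold change of 2.33 (standard error 0.47, edgeR adjusted p = 0.248). *Trem1* (ENSMUSG00000042265, chromosome 17, 48232768 to 48246924), with 7 to 201 counts per library, went from 2.17 ± 0.867 to 20.6 ± 10.6 CPM, a log2 fold change of 3.31 (standard error 0.52, edgeR adjusted p = 0.133). For each of the 5 genes, every arthritic MPP library lay above every healthy one (exact permutation test, p = 0.1 for each gene). Chance gives this order in this direction for 5% of genes, but the paper chose these genes from the same data. Their order is therefore not independent evidence of a rise. In the 3 experiments, the deviations of healthy and arthritic MPP libraries from their group means correlated at 0.704, 0.332, and 0.619 across genes. With the experiment as a replicate block, edgeR's adjusted p of the 5 genes ran from 0.00319 (*Ctsg* and *Lbp*) to 0.0351 (*Cd14*), within a range of 2.43e-41 to 0.751 over all alternatives and genes. The alternatives gave an adjusted p under 0.1 in 5 of 12 fits for *Ctsg* and *Lbp*, in 4 of 12 for *Elane* and *Cd14*, and in 5 of 11 for *Trem1*. When each library was left out in turn, the log2 fold changes stayed between 1.95 and 3.41, and the adjusted p in edgeR ran from 0.0626 to 1.00.

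**Figure D3:**
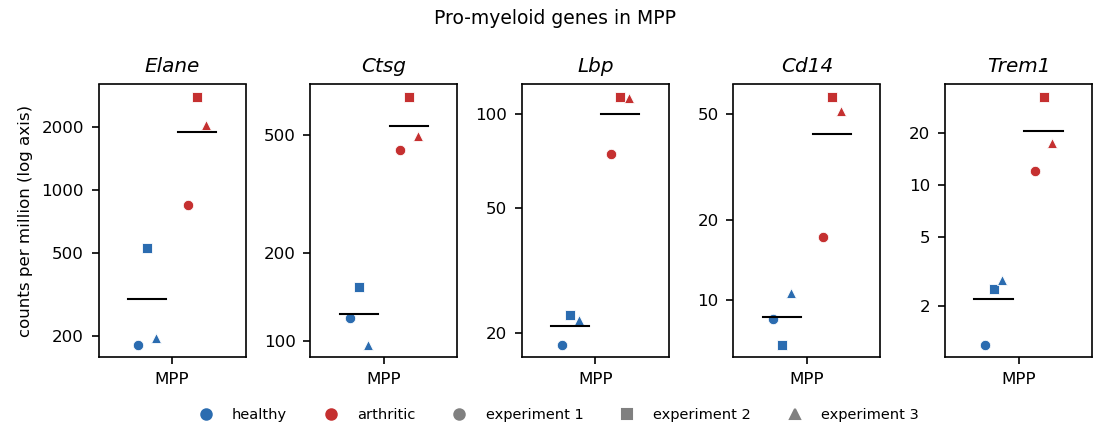
CPM (log axis) of the 5 genes in each healthy (blue) and arthritic (red) MPP library, with one marker shape per experiment and bars at the group means. For *Cd14*, the healthy libraries have 6.79 to 10.6 CPM and the arthritic ones 17.2 to 57.8.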

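In LT-HSCs, *Vldlr* (ENSMUSG00000024924, chromosome 19 of mm10, 27216484 to 27254231), which encodes the very low density lipoprotein receptor, had 8.17 ± 3.73 CPM in healthy and 124 ± 44.6 CPM in arthritic mice (SD, n = 3 libraries each). Its log2 fold change of 3.97 (standard error 0.42) had an adjusted p of 0.0200 in edgeR's quasi-likelihood test and passed 0.1 under all 12 alternatives. When each library was left out in turn, its adjusted p in edgeR ran from 0.000138 to 0.223. *Cd14*, with 5 to 61 counts per library, had 1.48 ± 1.03 CPM in healthy and 7.07 ± 0.241 CPM in arthritic LT-HSCs, a log2 fold change of 2.27 (standard error 0.57, edgeR adjusted p = 0.278, under 0.1 in 3 of 11 alternatives). *Lbp* had 6.52 ± 2.68 and 11.1 ± 2.48 CPM, a log2 fold change of 0.78 (standard error 0.42, edgeR adjusted p = 0.524). None of the 12 alternatives brought the adjusted p of *Lbp* under 0.1, and their adjusted p-values in edgeR, DESeq2, or limma ran from 0.367 to 0.925. Each of these 3 genes was higher in all 3 arthritic LT-HSC libraries than in all 3 healthy ones (exact permutation test, p = 0.1 for each). The change in MPPs minus that in LT-HSCs was 1.53 for *Lbp* (standard error 0.47) and 0.06 for *Cd14* (standard error 0.85) on the log2 scale. Both of these interaction terms had an adjusted p of 1.00 in edgeR.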

In fact, some myeloid genes were already upregulated at the earliest stage of hematopoiesis, in LT-HSCs, e.g., *Lbp, Cd14*, and *Vldlr* (Fig. 2c and Supplementary Fig. 2b). Furthermore, we noted that *Cdk6*, which is essential for the egress of HSCs from quiescence^21^, and *Plac8* and *Cd53*, which are involved in enhanced cell cycling^22,23^, were upregulated on LT-HSCs in SpA (Fig. 2c), corresponding with the HSC increase observed in response to arthritis-derived inflammatory signals. 

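*Cdk6* (ENSMUSG00000040274, chromosome 5 of mm10, 3341485 to 3531008) had 211 ± 59.1 CPM in healthy and 554 ± 92.2 CPM in arthritic LT-HSCs (SD, n = 3 libraries each), a log2 fold change of 1.42 (standard error 0.24, adjusted p = 0.129 from edgeR's quasi-likelihood test). The adjusted p of *Cdk6* was under 0.1 in 6 of 12 alternatives. *Cdk6* shares 368 exon bases with an antisense gene, *Gm17590*, which counting without strand cannot tell apart, so its level is uncertain. *Plac8* (ENSMUSG00000029322, chromosome 5, 100553725 to 100572245) rose from 27.8 ± 7.30 to 152 ± 36.5 CPM, by 2.47 on the log2 scale (standard error 0.27, edgeR adjusted p = 0.0200), and passed 0.1 in all 12 alternatives. *Cd53* (ENSMUSG00000040747, chromosome 3, 106759921 to 106790149) rose from 16.0 ± 2.02 to 73.5 ± 26.9 CPM, a log2 fold change of 2.21 (standard error 0.31, edgeR adjusted p = 0.0440), and passed in 9 of 12. All 3 genes were higher in every arthritic than in every healthy LT-HSC library (exact permutation p = 0.1 for each). A list of 35 genes of the G2 and M phases, drawn up in advance, was lower in arthritic LT-HSCs for 32 genes. The mean log2 fold change was −0.59 (adjusted p = 0.145 over 28 set tests with limma's fry). This list does not measure exit from quiescence.

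**Figure D4:**
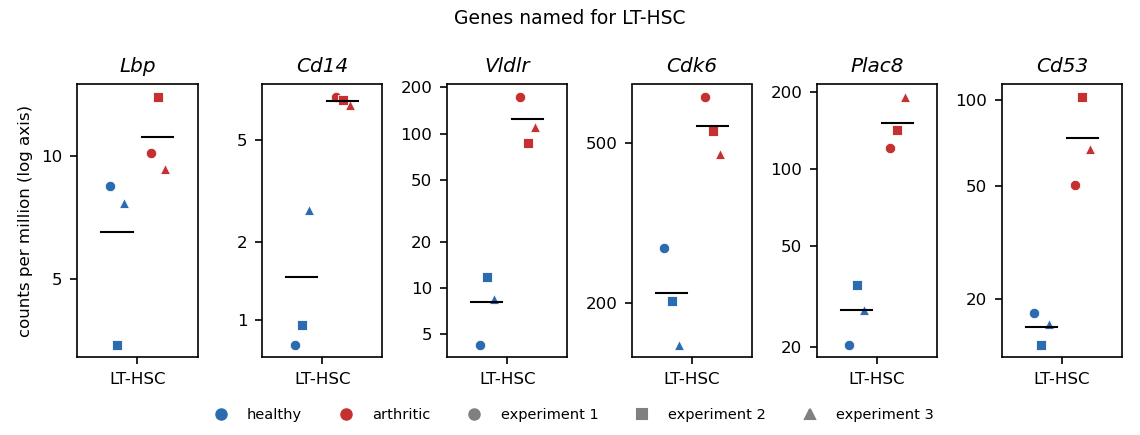
CPM (log axis) of *Lbp*, *Cd14*, *Vldlr*, *Cdk6*, *Plac8*, and *Cd53* in each healthy (blue) and arthritic (red) LT-HSC library, with one marker shape per experiment and bars at the group means. For *Cdk6*, the 3 healthy libraries have 157 to 274 CPM and the 3 arthritic ones 471 to 654.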

Interestingly, the GM-CSF-receptor coding gene, *Csf2rb*, which is a pro-myeloid gene highly expressed by GMPs and mature myeloid cells^24^, was upregulated on MPPs and LT-HSCs in SpA (Fig. 2b, c); this was confirmed at protein level (Supplementary Fig. 2c). 

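*Csf2rb* (ENSMUSG00000071713) lies on chromosome 15 of mm10 from 78325752 to 78353847, beside its near-identical paralog *Csf2rb2* (78282507 to 78305721). Reads that fit both copies were not counted, so the levels of both are uncertain. In MPPs, *Csf2rb* had 83.4 ± 10.9 CPM in healthy and 267 ± 27.5 CPM in arthritic mice (SD, n = 3 libraries each), a log2 fold change of 1.75 (standard error 0.23, adjusted p = 0.0980 from edgeR's quasi-likelihood test). In LT-HSCs it had 36.1 ± 5.51 and 90.2 ± 6.53 CPM, a log2 fold change of 1.34 (standard error 0.22, edgeR adjusted p = 0.0927). Under the alternatives, the adjusted p of *Csf2rb* was under 0.1 in 5 of 12 fits in MPPs and in 8 of 12 in LT-HSCs. With DESeq2's median-of-ratios factors in place of TMM, the MPP value was 0.107 in edgeR, within a range of 6.00e-34 to 0.492 over the alternatives. The replicate block (same-numbered libraries correlated at 0.552) gave 0.00423 for MPPs in edgeR. For LT-HSCs, with a same-number correlation of 0.0372, the block gave 0.156 in edgeR. In ST-HSCs *Csf2rb* rose from 55.6 ± 6.87 to 223 ± 33.2 CPM, a log2 fold change of 1.98 (standard error 0.29, edgeR adjusted p = 0.420). In ST-HSCs the block, with a same-number correlation of 0.558, gave 0.0116 in edgeR, within 4.68e-30 to 0.991 over the alternatives. GMPs had 146 ± 42.5 and 288 ± 6.54 CPM, a log2 fold change of 0.98 (standard error 0.29, edgeR adjusted p = 1.00). With the block and a same-number correlation of 0.395 the value for GMPs was 0.960 in edgeR, within 0.0118 to 1.00. In all 4 populations every arthritic library lay above every healthy one (exact permutation p = 0.1 for each). The rise in MPPs exceeded that in LT-HSCs by 0.40 on the log2 scale (standard error 0.29), and this interaction had an adjusted p of 1.00 in edgeR. *Csf2rb2* rose in MPPs from 12.5 ± 4.17 to 55.3 ± 8.11 CPM, by 2.23 on the log2 scale (standard error 0.31, edgeR adjusted p = 0.0980). In LT-HSCs it rose from 12.7 ± 1.68 to 35.2 ± 3.98 CPM, by 1.48 (standard error 0.26, edgeR adjusted p = 0.132).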

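*Csf2ra* (ENSMUSG00000059326, chromosome 19 of mm10, 61223957 to 61228429), the gene of the α chain of the GM-CSF receptor, had between 33 and 186 counts in each library of LT-HSCs, ST-HSCs, and MPPs. In LT-HSCs it had 16.7 ± 2.68 CPM in healthy and 12.6 ± 5.17 CPM in arthritic mice (SD, n = 3 libraries each), a log2 fold change of −0.38 (standard error 0.37, adjusted p = 0.713 from edgeR's quasi-likelihood test). In ST-HSCs it had 19.2 ± 12.6 and 11.5 ± 5.49 CPM, a log2 fold change of −0.82 (standard error 0.62, edgeR adjusted p = 1.00). In MPPs it had 18.6 ± 2.14 and 14.1 ± 7.92 CPM, a log2 fold change of −0.30 (standard error 0.48, edgeR adjusted p = 0.999). When the experiment entered as a replicate block, the log2 fold change was −0.71 in ST-HSCs (same-numbered libraries correlated at 0.558) and −0.46 in MPPs (0.552). None of the 12 alternatives gave an adjusted p under 0.1 in any of the 3 populations. Leaving out the arthritic MPP library of experiment 2, which had 33 counts, turned the change in MPPs to 0.00292. In GMPs *Csf2ra* had 22.9 ± 4.04 CPM in healthy and 37.4 ± 32.5 CPM in arthritic mice, a log2 fold change of 0.78 (standard error 0.66, edgeR adjusted p = 1.00). Without the arthritic GMP library of experiment 1, which had 74.8 CPM, that change was −0.43.

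**Figure D5:**
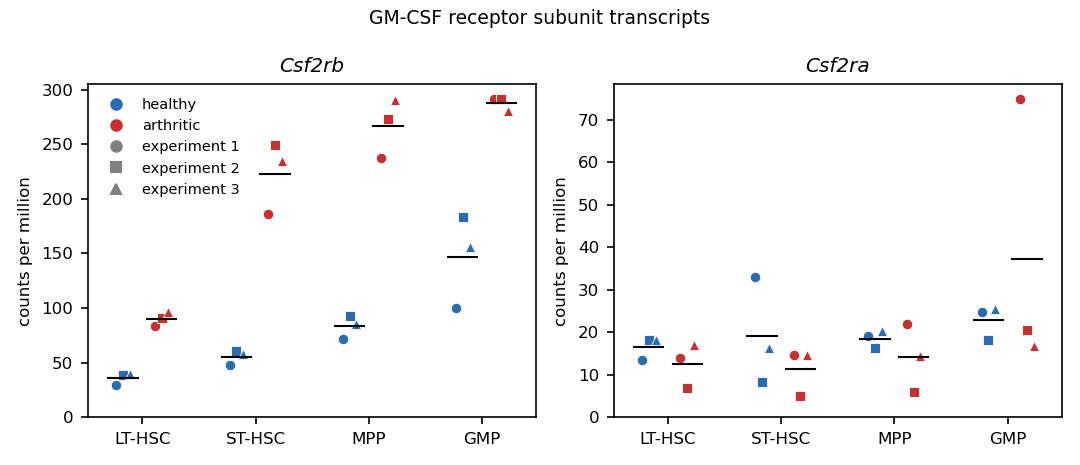
CPM of *Csf2rb* and *Csf2ra* (y axes, from 0) in each library of the 4 populations (x axes), healthy in blue and arthritic in red, with one marker shape per experiment and bars at the group means. *Csf2rb* lies between 29.8 and 292 CPM and *Csf2ra* between 5.15 and 74.8.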

Although the *Csf2ra* gene coding for the second subunit of the GM-CSF-receptor was expressed by LT-HSC, ST-HSC, and MPP, its levels were not increased during disease (Supplementary Fig. 2d).

**Fig. 2:**
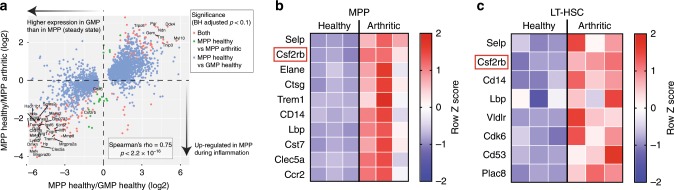
HSC and MPP upregulate myelopoiesis associated genes in SpA. **a**–**c** In three separate experiments, mice (*n* = 8 per group) were injected with curdlan (arthritic) or PBS (healthy) before culling after 5 weeks and LT-HSCs, ST-HSCs, MPPs, and GMPs were isolated by FACS for RNA sequencing. **a** Scatter plot comparing genes differentially expressed between GMPs and MPPs in healthy animals (*x*-axis) with those differentially expressed in MPPs between healthy and spondyloarthritic animals (*y*-axis). **b**, **c** Heat map showing expression of selected genes upregulated in MPPs (**b**) and LT-HSCs (**c**) with development of SpA. Each column represents independent groups of eight pooled mice.

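Of the 10 genes in Fig. 2b, all 10 were tested in MPPs and were higher in arthritic mice, and 6 had a BH adjusted p-value under 0.1 over all genes in edgeR. With the experiment as a replicate block (same-numbered MPP libraries correlated at 0.552) all 10 passed in edgeR. Adjusted over the 10 genes alone, all 10 were under 0.05, which shows no stability, since the list is the paper's own choice from these data. Of the 8 genes in Fig. 2c, all 8 were higher in arthritic LT-HSCs and 4 passed 0.1. DESeq2's Wald test passed 7 of the 8, and 7 were under 0.05 when adjusted over the list alone. *Selp*, which both heat maps show, had 15.6 ± 5.91 CPM in healthy and 96.9 ± 26.0 CPM in arthritic MPPs (SD, n = 3 libraries each), a log2 fold change of 2.72 (standard error 0.36, adjusted p = 0.0980 from edgeR). In LT-HSCs *Selp* rose from 14.5 ± 11.4 to 75.6 ± 17.3 CPM, by 2.38 (standard error 0.50, edgeR adjusted p = 0.186). Its exons overlap those of *Gm16548* and *Gm16587* on the other strand, so its level is uncertain. *Ccr2* went from 6.84 ± 3.20 to 66.1 ± 22.8 CPM in MPPs, a log2 fold change of 3.33 (standard error 0.43, edgeR adjusted p = 0.0980). *Cst7* had a log2 fold change of 2.09 (standard error 0.30, edgeR adjusted p = 0.0980). *Clec5a*, with 2 to 254 counts per MPP library, went from 0.870 ± 0.814 to 17.0 ± 9.69 CPM, a log2 fold change of 4.30 (standard error 0.78, edgeR adjusted p = 0.177).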

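TPM were computed from the FPKM that the authors deposited, by dividing each value by the sum of its library. In healthy mice, *Csf2rb* had 16.7 ± 2.49 TPM in LT-HSCs, 23.7 ± 1.27 in ST-HSCs, 31.0 ± 5.45 in MPPs, and 43.8 ± 12.6 in GMPs (SD, n = 3 libraries each). In arthritic mice it had 42.7 ± 3.86 TPM in LT-HSCs, 93.4 ± 15.4 in ST-HSCs, 91.6 ± 9.36 in MPPs, and 78.6 ± 4.48 in GMPs. The mean raw count of *Csf2rb* ran from 221 in healthy LT-HSCs to 2194 in arthritic MPPs over the 8 groups. *Csf2ra* reached at least 111 counts in each GMP library.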

As the precise stage at which GM-CSF acts on the hematopoietic tree (Supplementary Fig. 1d) is unclear and as we had detected expression of *Csf2ra and Csf2rb* in GMPs and also in MPPs and HSCs, we tested their responsiveness to GM-CSF. The myeloid cell output from GMPs cultured in pan-myeloid medium was substantially increased in response to GM-CSF (Supplementary Fig. 2e), and, interestingly, also from ST-HSCs and MPPs (Supplementary Fig. 2e and Supplementary Fig. 2f). This early stage responsiveness of HSPCs to GM-CSF was confirmed in vivo: treatment of curdlan-triggered SKG mice with GM-CSF for 7 days resulted in LT-HSCs, ST-HSCs, and MPPs increases (Supplementary Fig. 2g). Furthermore, GM-CSF treatment recapitulated the myeloid-skewed output from HSPCs observed with SpA, with a BM increase in GMP and neutrophils but decrease in MEP and mature erythroid cells and B cells (Supplementary Fig. 2g).

Together, these results revealed that the gene expression program of HSCs and MPPs is biased toward myeloid cell differentiation during SpA and that HSPCs are responsive to the pro-myelopoietic effect of GM-CSF as early as at the HSC and MPP stages, before the emergence of GMPs and mature myeloid cells.

### GM-CSF drives BM myelopoiesis and organ inflammation in SpA

After showing that HSCs and MPPs are responsive to GM-CSF, we examined the potential role of GM-CSF on hematopoietic changes and clinical disease during SpA. CD4 T cells are an important source of GM-CSF^2,25^. Here, in SpA, we detected GM-CSF^+^ CD4 T cells in joint-draining lymph nodes, but these cells were more abundant in the inflamed joints themselves (Fig. 3a). In addition, the percentage of GM-CSF producers among CD4 T cells and their absolute number inside the paw joints were significantly higher in spondyloarthritic compared to healthy SKG mice (Fig. 3a). GM-CSF^+^ CD4 T cells were also substantially increased among small intestinal lamina propria leukocytes (SI LPL) during SpA, accompanied by increased intestinal levels of secreted GM-CSF (Fig. 3b).

**Fig. 3:**
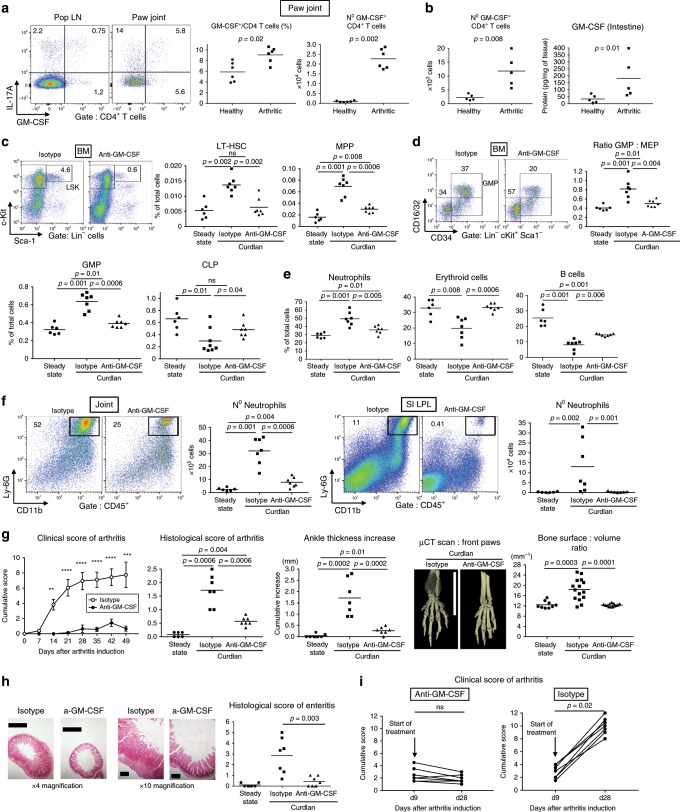
GM-CSF drives BM myelopoiesis and organ inflammation in SpA. **a** Representative intracellular cytokine staining from CD4 T cells from popliteal lymph nodes and paw joints of mice culled 5 weeks after SpA induction. Frequencies and absolute numbers of articular GM-CSF^+^ CD4 T cells in healthy versus spondyloarthritic SKG mice; cells were incubated with brefeldin A, PMA and ionomycin before staining. **b** Absolute numbers of GM-CSF^+^ CD4 T cells in SI LPL and total GM-CSF protein in SI quantified by ELISA, *n* = 5 per group. **c**–**h** Curdlan-triggered SKG mice were treated for the entire duration of the experiment (6–7 weeks) with anti-GM-CSF or isotype control antibodies and compared to healthy (steady state) SKG controls. **c** LSK staining and frequencies of LT-HSCs and MPPs populations in BM. **d** GMP and MEP staining, GMP:MEP ratio, and frequencies of GMP and CLP populations in BM. **e** Frequencies of neutrophils, erythroid cells and B cells in BM. **f** Staining and absolute numbers of neutrophils in joints (left) and SI (right). **g** Mean arthritis scores (*n* = 7 mice in each group), histological arthritis scores and increase in ankle size (left). Representative µCT scans of isotype or anti-GM-CSF antibody treated SpA mice and changes in bone surface to volume ratio pooled from two independent experiments (right). Scale bars = 1 cm. **h** Representative photomicrographs of small intestinal sections (magnification ×4 and ×10) and histological enteritis scores. Scale bars = 1 cm (left panels) and 200 µm (right panels). **i** Clinical arthritis score of mice that received isotype or anti-GM-CSF antibody injections starting 9 days after injection of curdlan, when the first clinical signs of arthritis appeared (*n* = 7 mice in each group). Groups were compared using the Wilcoxon matched-pairs signed rank test. Data are representative of two independent experiments (**a**–**h**). Dots represent individual mice; horizontal bars indicate mean. Groups were compared using Mann–Whitney *U* tests unless noted otherwise. Source data are provided as Source Data file.

Functionally, following triggering of SpA, prophylactic treatment of SKG mice for ~7 weeks with anti-GM-CSF antibody induced a striking decrease in LT-HSCs and MPPs in the BM compared to treatment with isotype control (Fig. 3c), confirming the GM-CSF responsiveness of HSPCs at early stages. Examining the effect of GM-CSF blockade on progenitors downstream of HSCs and MPPs, we observed decreased GMPs but increased CLPs, and a less substantial increase in GMP:MEP ratio associated with arthritis (Fig. 3d). Although total BM cellularity was not affected by anti-GM-CSF treatment (Supplementary Fig. 3a), HSPC changes induced by GM-CSF inhibition were accompanied by a significant reduction in neutrophils and increase of erythroid cells and B cells (Fig. 3e).

At peripheral sites, the myelopoiesis inhibition induced by GM-CSF blockade was followed by a substantial decrease in intestinal and articular neutrophil invasion (Fig. 3f). Strikingly, these changes were accompanied by significant ameliorations in the histological and clinical scores of arthritis (Fig. 3g), marked decreases in enthesitis-associated ankle thickening (Fig. 3g) and new bone formation (Supplementary Fig. 3b), and inhibition of the bone surface:volume ratio increase (Fig. 3g), highlighting an anti-GM-CSF-mediated reduction in inflammation-associated bone damage^26^. Similarly, in the intestine, mice treated with anti-GM-CSF exhibited a significant amelioration in enteritis and weight loss compared to isotype control treated mice (Fig. 3h and Supplementary Fig. 3c), highlighting the pathogenic role of GM-CSF in the development of the various symptoms of SpA. Of note, although the receptor subunit encoded by *Csf2rb* is common to receptors for GM-CSF, IL-3, and IL-5, treatment with anti-IL-3 or anti-IL-5 blocking antibodies did not inhibit disease (Supplementary Fig. 3d).

Considering potential clinical applications, we tested whether starting GM-CSF treatment only after the apparition of the first clinical sign of arthritis would prevent disease progression. Mice treated with an isotype control progressed to develop severe arthritis, while therapeutic injections of anti-GM-CSF starting from day 9 during ~3 weeks either stabilized or reduced the clinical score of arthritis (Fig. 3i).

### EMH occurs inside inflamed joints

One obvious extra-articular manifestation associated with systemic inflammation in SpA was splenomegaly (Fig. 1b), presaging the possible development of extramedullary hematopoiesis (EMH) during disease. In health, the majority of HSPCs reside in the BM but some recirculate in the blood and can accumulate in peripheral tissues during infection, producing inflammatory myeloid cells locally to contribute to immune defense^27,28^. In SKG mice, splenocyte numbers were ~twofold increased during disease (Fig. 4a). Although the percentage of GMPs among splenocytes was very low at steady state, it was increased ~fourfold in SpA (Fig. 4a). Using a functional assay, we found that this increase in GMPs was mirrored by significantly higher numbers of CFU-GM derived from splenocytes of arthritic compared to healthy SKG mice (Fig. 4a), and a marked enrichment in splenic neutrophils (Fig. 4b).

**Fig. 4:**
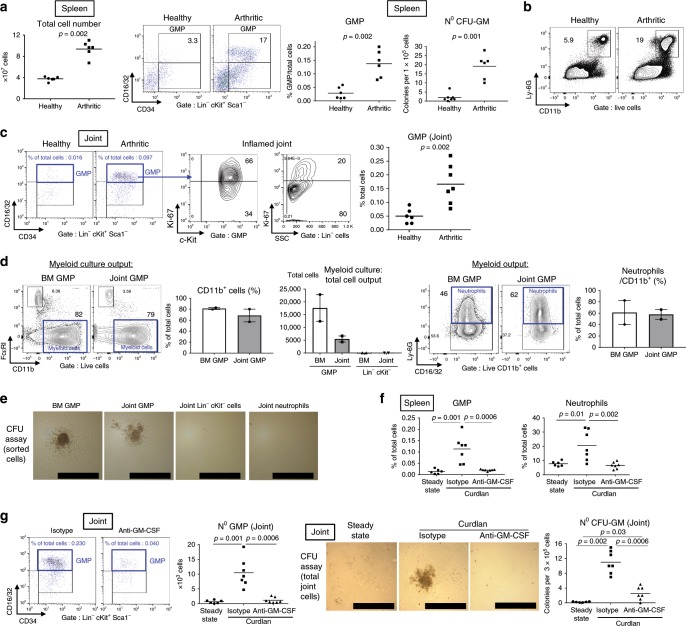
Extramedullary hematopoiesis occurs inside inflamed joints. **a**–**c** Spondyloarthritic mice were culled (week 5) and compared with healthy SKG mice. **a** Total splenocyte numbers, GMP staining, frequencies of GMPs and CFU-GM numbers in spleen. **b** Representative neutrophil staining in spleen. **c** GMP staining, Ki-67 staining of GMP cells and control Lin^−^ cells, and frequencies of GMPs in paw joint single cell suspension. **d** Staining, frequencies of CD11b^+^ myeloid cells cultured from GMPs isolated from inflamed BM and joints and absolute numbers of myeloid cells following culture of indicated starting populations (left). Neutrophil staining following culture of GMPs from BM or joint and frequencies among myeloid cells (right). Bars represent mean and SEM of two independent experiments. **e** Representative photomicrographs of CFU-GMs formed from indicated cell populations. Scale bars = 500 µm. **f** GMP and neutrophil frequencies in spleens of healthy, isotype, or anti-GM-CSF antibody treated mice. **g** GMP staining and absolute numbers in joints at week 6–7 (left). Representative photomicrographs and numbers of CFU-GMs obtained from joint cells of indicated groups (right), scale bars = 500 µm. Data are representative of three (**a**–**c**) or two (**e**–**g**) independent experiments. Groups were compared using Mann–Whitney *U* tests. Source data are provided as Source Data file.

As the inflamed joints in SKG mice are severely infiltrated by neutrophils and as EMH was occurring in spleen, we postulated that EMH might also develop directly inside the inflamed joints. Lin^−^cKit^+^ progenitors were, as expected, barely detectable in the soft tissue of uninflamed paws, but analysis of cells isolated from arthritic paw joints revealed the emergence of a GMP population with inflammation (Fig. 4c). This previously unrecognized phenomenon in chronic arthritis was substantiated by the high proliferation rate of GMPs accumulating in the inflamed joints, two thirds of articular GMP being Ki67^+^ (Fig. 4c).

To confirm that articular GMPs had the potential to contribute locally to myeloid cell accumulation, we next sought to assess their functional capacity. GMPs isolated from arthritic joints and cultured in a medium favoring myeloid cell differentiation generated ~70% CD11b^high^ myeloid cells in 4 days, which was similar to GMPs isolated from the BM, albeit with a lower total cell output (Fig. 4d). On average, ~60% of myeloid cells derived in vitro from articular or BM GMPs were Ly6G^+^ neutrophils (Fig. 4d), the remainder being CD11b^+^CD16/32^+^Ly6G^−^ monocytes/macrophages (Fig. 4d), while, as expected BM MEP or articular Lin^neg^cKit^neg^ cells were not able to generate myeloid cells (Supplementary Fig. 4a). Furthermore, GMPs isolated from the joints gave rise to CFU-GM similarly to BM GMPs, whereas Lin^neg^cKit^neg^ and mature neutrophils from the joints were incapable of such clonogenic activity (Fig. 4e). Commensurate with these in vitro observations, adoptive transfer of GMPs isolated from the BM of CD45.1^+^ mice into SKG mice (CD45.2^+^) confirmed that BM GMPs could migrate to inflamed joints and expand locally to give rise to tissue-toxic neutrophils, as also observed in the spleen (Supplementary Fig. 4b).

Since GM-CSF promoted experimental SpA, we next sought to investigate the role of GM-CSF in EMH development during disease. GM-CSF blockade significantly decreased percentages of GMPs and neutrophils in the spleen compared with isotype control treatment (Fig. 4f). Likewise, SKG mice treated with anti-GM-CSF displayed a significant reduction in articular GMP numbers and, functionally, a substantial decrease in CFU-GM activity in the joints (Fig. 4g).

In sum, these results reveal a previously unappreciated emergence of a highly proliferative and functional GMP population directly inside the joints during chronic inflammatory arthritis. GM-CSF was essential in promoting this articular EMH activity, which fueled the generation of tissue-toxic neutrophils directly inside the joints.

### MC contribute to GM-CSF production in SpA

We next aimed to identify the main cellular sources of GM-CSF during disease. The intestinal lamina propria, which is inflamed in a high proportion of AS patients^11^ and in curdlan-triggered SKG mice, is a major site of IL-23 production and a privileged location for Th17 cell and innate lymphoid cell (ILC) responses, which produce GM-CSF during inflammation^3,29–31^. Importantly, cytokines produced in the inflamed gut can reach systemic levels and remotely influence BM hematopoiesis, as described during intestinal infection^32,33^.

With this in mind, we examined by FACS the potential cellular sources of GM-CSF in the intestine during SpA. Regarding the relative contribution of innate versus adaptive immune cells in inflammation, CD4 T-cell depletion revealed that these cells were not absolutely required for the development of experimental SpA (Supplementary Fig. 5a), fitting with the importance of innate cells described in AS^12,34^. In addition, as ILC and myeloid cells participate in the development of arthritic inflammation in SKG mice^35,36^, we suspected a key role for innate cells in GM-CSF production. Although lymphoid cells are recognized as the main producers of GM-CSF^25^, our analysis revealed that some intestinal Lin^−^Thy1^−^ cells, i.e., non-T cells and non-ILC, were also positive for GM-CSF (Fig. 5a). We hypothesized that MC, which are abundant at mucosal sites^37,38^, were a possible candidate for this undefined source of GM-CSF. Indeed, the use of classical lineage markers does not identify MCs as they do not express CD11b or Gr1. Fittingly, lin^−^ckit^+^FcERI^+^ MCs from the intestine of inflamed mice expressed *Csf2* (encoding GM-CSF), even to a greater extent than CD4 T cells (Fig. 5b); this was also observed in the joint (Fig. 5b). Using BM-derived MC (BMMC) (Supplementary Fig. 5b), which secrete high levels of inflammatory mediators^39^, including IL-6 after LPS stimulation, we demonstrated in vitro that MCs could secrete GM-CSF upon similar activation (Fig. 5c).

**Fig. 5:**
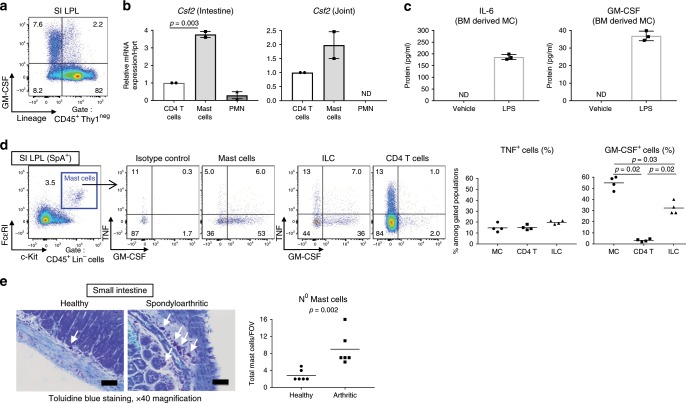
Mast cells contribute to GM-CSF production in SpA. **a** Intracellular staining of GM-CSF^+^ cells in inflamed SI LPL from spondyloarthritic mice (week 4). **b** CD4 T cells, mast cells (MC) and neutrophils (PMN) were FACS-sorted from inflamed SI and joints and mRNA levels of *Csf2* were quantified by qPCR. Values are means relative to *Csf2* levels in CD4 T cells (set to 1). Bars represent mean and SEM of 2 separate experiments. ND not detected. **c** BMMCs were challenged with PBS or LPS for 16 h and cytokine levels were measured by ELISA. Bars represent mean and SD of technical triplicates. **d** MC staining in inflamed SI (week 4) and intracellular cytokine staining on MC, CD4 T cells, and ILCs (left). MC staining with an isotype control for GM-CSF is also depicted. Cells were incubated with brefeldin A only before staining. Frequencies of TNF^+^ and GM-CSF^+^ cells in indicated populations (right). **e** Photomicrographs of MCs in healthy and inflamed SI (week 4) by toluidine blue staining (scale bars = 50 µm) and absolute numbers of MCs per field of view (FOV). Data are representative of three (**c**, **d**) or two (**e**) independent experiments. Groups were compared using Mann–Whitney *U* tests. Source data are provided as Source Data file.

Next, we confirmed that a high proportion of intestinal ckit^+^FcERI^+^ MC produced GM-CSF, to a similar extent as the Thy1^+^IL7R^+^ ILC (Fig. 5d) that were described recently as a major source of GM-CSF in our study of colitis^31^ and in the joints in a model of rheumatoid arthritis (RA)^36^. Although arthritogenic TNF was produced by similar proportions of T cells, ILCs, and MCs, the percentage of GM-CSF^+^ cells was much greater among MCs and ILCs than CD4 T cells during SpA (Fig. 5d). In addition, in situ staining revealed that intestinal MCs were significantly enriched in the inflamed SI and joints in SpA (Fig. 5e and Supplementary Fig. 5d).

Therefore, besides ILCs and, to a lesser extent, CD4 T cells, our findings uncovered MCs as an unappreciated source of the pro-myeloid factor GM-CSF during SpA. We also showed that their numbers were increased during disease, constituting a potential long-lasting source of local and systemic GM-CSF.

### MC are activated and their inhibition dampens SpA

Previous studies of human inflammatory arthritis have described MCs as being activated in target organs and releasing inflammatory mediators such as IL-17A and TNF in AS and RA^40,41^. Because we found that MCs were increased in SpA and produced GM-CSF, we explored their contribution to disease development.

First, we confirmed our observation of increased MC numbers based on histological analysis of intestinal tissue by FACS, finding a significant increase in MC percentage among SI LPL of spondyloarthritic mice compared to uninflamed controls, and an increase of approximately fivefold in total numbers (Fig. 6a). Second, we found that intestinal MCs had an activated phenotype during disease, with increased surface expression of FcγRII/III and IL-33R compared to MCs from healthy mice (Fig. 6b). Of note, splenic MC numbers were also increased during SpA (Supplementary Fig. 5e).

**Fig. 6:**
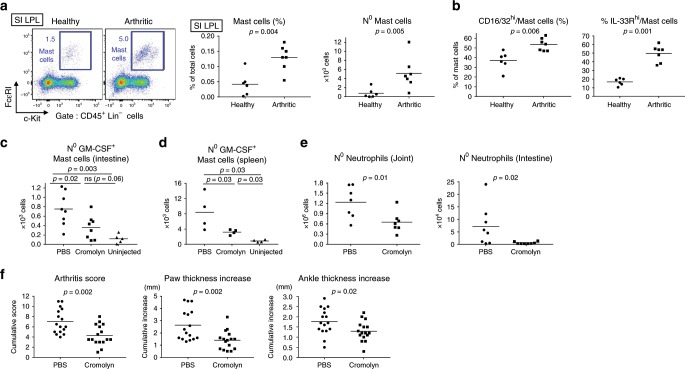
Mast cells are activated and their inhibition dampens SpA. **a** FACS staining, frequencies and absolute numbers of MCs in the SI LPL of healthy vs. spondyloarthritic (week 5) SKG mice. **b** Percentage of CD16/32^hi^ and ST2^hi^ cells among MCs in SI LPL. **c**–**e** SKG mice were treated daily with PBS or cromolyn sodium following SpA induction and culled at week 4. Healthy SKG mice (“uninjected”) were used as controls in (**c**, **d**). **c** Absolute numbers of GM-CSF^+^ MCs in the SI LPL. **d** Absolute numbers of GM-CSF^+^ MCs in the spleen. **e** Absolute numbers of neutrophils in joints and SI. **f** Clinical score of arthritis, ankle, and paw size increase. Dots represent individual mice; horizontal bars indicate mean. Data are representative of (**a**–**e**) or pooled from (**f**) two independent experiments. Groups were compared using Mann–Whitney *U* tests. Source data are provided as Source Data file.

We next investigated the effect of MC inhibition on development of SpA. MC release various inflammatory compounds via two main distinctive pathways, i.e., degranulation of preformed compounds present in primary granules (e.g., histamine and prostaglandins) or release of de novo synthesized mediators (e.g., cytokines and chemokines)^42^. In our study, we used cromolyn, a well-described MC stabilizer, which inhibits MC degranulation and cytokine release^43,44^. Daily IP injection with cromolyn significantly dampened the SpA-associated increase in GM-CSF^+^ MC numbers, in the intestine and spleen (Fig. 6c), compared to PBS injection (Fig. 6d). Inhibition of MC activation was accompanied by decreased splenic and articular GMP numbers (Supplementary Fig. 5f) and also decreased neutrophil invasion of target organs (Fig. 6e). MC inhibition during development of SpA resulted in decreased paw and ankle swelling and diminished clinical score of arthritis (Fig. 6f).

In summary, inhibition of MC activity in SpA led to reduced numbers of GM-CSF-producing MCs and decreased joint inflammation, highlighting the contribution of MCs to the inflammatory network in SpA.

### IL-33 can promote GM-CSF production by MC during SpA

We next resolved to identify potential triggers of MC activation and GM-CSF secretion in SpA. MCs can detect and respond to various inflammatory stimuli in peripheral tissues, including alarmins released upon tissue damage or mechanical stress, e.g., IL-33 and ATP^39^. IL-33 was of particular interest because its intestinal and joint levels were substantially increased in spondyloarthritic mice compared to uninflamed controls (Fig. 7a), as reported in the blood and intestine in AS patients compared to healthy controls^45,46^. Moreover, IL-33 promotes GM-CSF secretion by ILCs in mouse and human^36,47^, and *St2*, which encodes IL-33R, was expressed at higher levels in MCs compared to other major immune cell types (Supplementary Fig. 6a). BMMCs likewise expressed high levels of IL-33R (Fig. S5c), as did MCs from intestinal tissues (Fig. 6b). In terms of MC responsiveness to IL-33, although it did not activate degranulation by BMMC as monitored by release of the granule component β-hexosaminidase (Supplementary Fig. 6b and ref. ^48^), we demonstrated that IL-33 stimulation induced abundant GM-CSF secretion (Fig. 7b), in addition to its previously reported IL-6 promoting effect^39^. Increased GM-CSF levels were also detected intracellularly by FACS in activated BMMC following IL-33 exposure (Supplementary Fig. 6c). Of note, Cromolyn, which can inhibit cytokine secretion by MC^43,44^, decreased IL-33 mediated GM-CSF release by BMMC (Supplementary Fig. 6d).

**Fig. 7:**
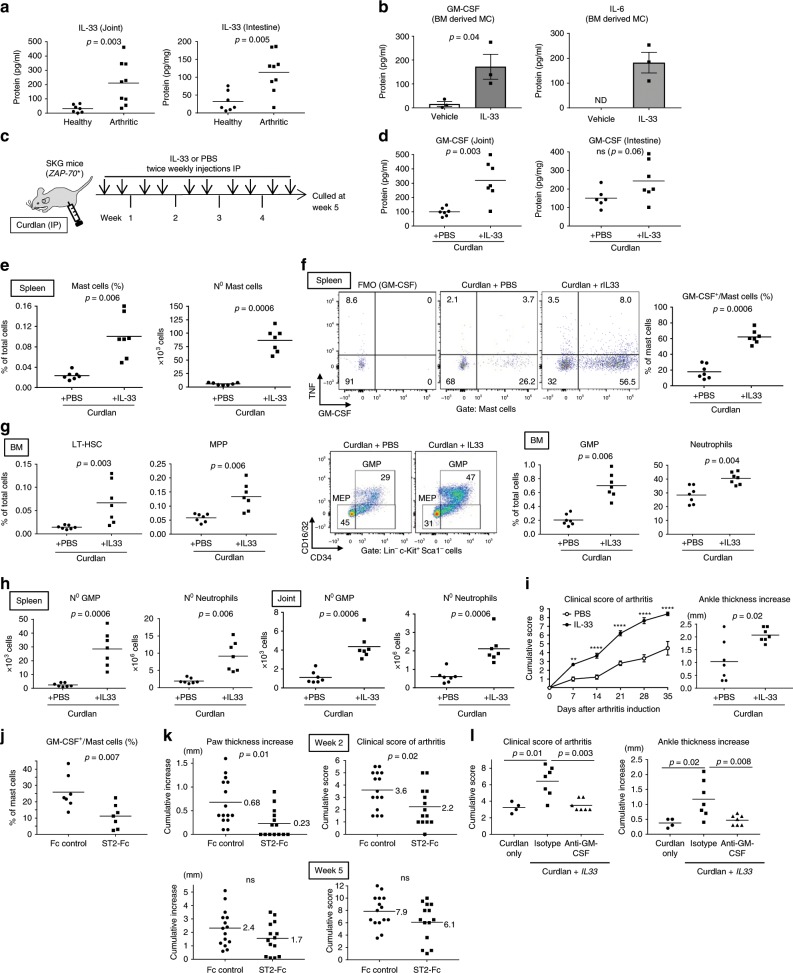
IL-33 can promote GM-CSF production by mast cells during SpA. **a** IL-33 protein levels from joints and SI of healthy and spondyloarthritic mice, *n* = 13 mice per group. **b** BMMC were stimulated with PBS or IL-33 for 16 h and secreted IL-6 and GM-CSF quantified by ELISA. Error bars = SEM of 3 independent experiments. **c**–**i** SpA-triggered male SKG mice were injected IP twice weekly with PBS or 1 µg of rIL-33. **c** Experimental protocol. **d** GM-CSF protein levels from joints and SI from PBS or IL-33 treated mice, *n* = 7 mice per group. **e** Frequencies and absolute numbers of splenic MC. **f** Staining of intracellular cytokines (compared to GM-CSF FMO control) and frequencies of GM-CSF^+^ cells among splenic MCs. **g** Frequencies of LT-HSCs and MPPs in BM (left). Staining of GMPs and MEPs in BM (middle). Frequencies of GMPs and neutrophils in BM (right). **h** Absolute numbers of GMP and neutrophils in spleens (left) and joints (right). Dots represent individual mice; horizontal bars indicate mean. **i** Mean arthritis scores (*n* = 7 mice in each group) and increase in ankle thickness. **j**–**k** SKG females were injected with ST2-Fc or control Fc fragment for 5 weeks after injection of curdlan. **j** Frequency of GM-CSF^+^ mast cells in SI of Fc control- and ST2-Fc-treated mice after 5 weeks. **k** Change in paw size (left) and clinical arthritis score (right) in Fc control- and ST2-Fc-treated mice after 2 (top) or 5 (bottom) weeks. **l** SKG males were injected with curdlan then IL-33, with or without isotype or anti-GM-CSF antibodies. Dots represent individual mice; horizontal bars indicate mean. Clinical arthritis score (left) and change in ankle thickness (right) after 4 weeks. Data are representative of three independent experiments (**a**−**i**) or pooled from two independent experiments (**k**). Groups were compared using Mann–Whitney *U* tests. Source data are provided as Source Data file.

In light of these results, we hypothesized that IL-33 might promote dysregulated hematopoiesis and chronic inflammatory arthritis by stimulating GM-CSF secretion from activated MC. Importantly HSCs, MPPs, and GMPs do not express the IL-33R^49^ and therefore cannot respond to any direct effect of IL-33. To evaluate IL-33 effects in SpA, we treated curdlan-triggered SKG males, which develop less severe disease than females^16^, with twice weekly IL-33 injections for 5 weeks (Fig. 7c). This treatment led to increased levels of secreted GM-CSF in inflamed target organs (Fig. 7d). As reported before, IL-33 injections induced goblet cell hyperplasia and abundant intestinal mucus production^50^, which precluded reliable isolation of viable SI LPL cells. Study of the MC response to IL-33 by FACS was possible in the spleen however, where MCs may also become activated and increased during inflammation, as reported in food allergy and sepsis^51,52^. With SpA, MCs were significantly expanded in the spleen of IL33-injected SKG mice compared to PBS-treated controls (Fig. 7e) and, remarkably, IL-33 treatment induced a substantial increase in GM-CSF^+^ cell percentage among MCs, from *~*20% to *~*60% (Fig. 7f). These IL-33-mediated changes in GM-CSF production were accompanied by a significant increase in BM LT-HSCs and MPPs (Fig. 7g) and biased differentiation toward myeloid cells. Indeed, a substantial increase in GMPs and neutrophil percentages occurred in the BM of IL33-treated mice compared to controls (Fig. 7g) even though the total BM cellularity was unchanged (Supplementary Fig. 6e). In addition, IL-33 injections promoted EMH because splenic and articular GMP numbers were substantially increased, with accompanying neutrophil expansion at both sites (Fig. 7h). Clinically IL-33 injections twice weekly with 1 µg of IL-33 induced a significant worsening in the clinical score of arthritis and the joint swelling severity (Fig. 7i), which was also observed with a twofold lower dose of IL-33 (Supplementary Fig. 6f).

Neutralization of IL-33 activity by ST2-Fc treatment did not affect levels of TNF produced by intestinal MC (Supplementary Fig. 6g), but resulted in a decrease in GM-CSF production (Fig. 7j), highlighting a promoting effect of endogenous IL-33 on GM-CSF secretion by MC. Although ST2-Fc treatment significantly decreased joint swelling and arthritis at early and intermediate time points compared to mice injected with an isotype control (Fig. 7k and Supplementary Fig. 6h), the significance of this protective effect was lost at the final time point (Fig. 7k). This progressive loss of effect could be mediated, for example, by a compensatory effect of other cytokines able to promote GM-CSF secretion by MC, as described for TNF and IL-1β^53^. In line with the observed pathogenic role of GM-CSF in SpA, aggravation of arthritis and increased accumulation of GMP and neutrophils in inflamed joints induced by IL-33 injections were prevented if mice were co-injected with anti-GM-CSF (Fig. 7l and Supplementary Fig. 6i).

Collectively, our findings show that IL-33, of which endogenous levels were increased in SKG mice during SpA, has the capacity to promote the secretion of GM-CSF by MC, overall resulting in exacerbated HSC activity, biased differentiation toward GMP during SpA, and increased neutrophil invasion and inflammation of the joints.

## Discussion

HSCs have recently emerged as an integral part of the immune response and as central sensors of inflammatory stimuli during infectious and chronic inflammatory diseases^9^. Furthermore, prolonged exposure to inflammatory stimuli during chronic diseases may have long-lasting effects on the nature of the BM cell output through epigenetic modifications in HSPCs^54,55^.

Here, we investigated the regulation of HSPCs in the context of chronic inflammatory arthritis to gain a greater understanding of the complex immune network in SpA. We observed that the differentiation of HSCs was markedly skewed toward GMPs, resulting in increased neutrophil production, which was mirrored by decreased lymphopoiesis and erythropoiesis. RNAseq analysis of HSCs and MPPs revealed a bias toward myeloid gene expression during SpA, e.g., *Csf2rb*. Early stage responsiveness of HSCs and MPPs to GM-CSF was demonstrated in vitro and in vivo. Its blockade in curdlan-triggered SKG mice significantly decreased myelopoiesis in the BM and at extramedullary sites, as well as intestinal and articular inflammation.

Beyond their paracrine and autocrine functions, cytokines can exert effects on distant organs, for example the BM, when they are produced at high levels in inflamed peripheral tissues during autoimmune or infectious diseases^15,32,56^. Approximately, 50–60% of AS patients develop subclinical intestinal inflammation^11^, and the raised levels of various inflammatory cytokines observed in the intestine and blood of AS patients^29,45^ could conceivably affect BM activity. Accordingly, while there have been no published studies describing hematopoiesis changes in the BM during AS, development of the disease is associated with increased blood neutrophil and decreased lymphocyte concentrations^57^, such that the neutrophil: lymphocyte ratio has been used as an indicator of disease severity^58^.

IL-33 is increased in the intestine and blood of AS patients compared to healthy controls^45,46^, which echoes our observations in spondyloarthritic mice. IL-33R is expressed by MCs and type 2 ILCs^59^, contrary to GMPs, MPPs and HSCs^49^, rendering the latter cell types unresponsive to any direct effect of IL-33. Epithelial cells and fibroblasts release IL-33 in response to infection and tissue damage, which promotes cytokine secretion (e.g., IL-5, IL-9, and IL-13) by IL-33R-expressing leukocytes^59^. Besides these type 2 cytokines, our results indicate that IL-33 primes MCs to secrete GM-CSF, a cytokine often associated with type 17 immune responses^25^ and, in our hands, acts directly on HSPCs to promote myelopoiesis in the SKG model of SpA, which is IL-17 and IL-23 dependent^60^.

We previously observed dysregulated HSC activity, characterized by increased myeloid cell output, in murine models of colitis^2^. Similar phenomena were reported in mice with lupus^4^ and atherosclerosis^61^, revealing dysregulated HSC activity as a shared pathophysiological mechanism operating in diverse chronic inflammatory diseases. Interestingly, although BM samples from human patients suffering from chronic inflammatory diseases are scarce, people with atherosclerosis have increased CFU-GM activity in BM compared to matched controls^5^, and RA patients have increased production of neutrophils but decreased production of erythroid cells in their BM^62,63^.

GM-CSF was pathogenic in the SKG model of SpA and is emerging as a central player in chronic inflammatory diseases, including mouse models of multiple sclerosis^25^, colitis^2^ and RA^24,36^. In a zymosan-induced model of interstitial lung disease associated with arthritis development, GM-CSF blockade in SKG mice prevented and ameliorated lung and joint inflammation, while IL-17A blockade had only a minor effect on disease severity^64^. Interestingly, in our study GM-CSF not only drove dysregulated hematopoietic activity in the BM of spondylarthritic mice but also did so at extramedullary sites. We report the unexpected accumulation of highly proliferative and functional GMP directly in the inflamed joints of arthritic mice, which contributed to the accumulation of neutrophils in the joints during SpA. Although EMH is poorly understood, HSPCs were demonstrated to accumulate in various peripheral tissues in response to infection and generate inflammatory myeloid cells locally, e.g., granulocytes^27,28^. This phenomenon can contribute to fight infection^28^, but is potentially detrimental to the host during non-resolving inflammatory diseases. For example, in atherosclerosis, splenic GMPs contribute to increased production of circulating monocytes and subsequent inflammation in atheromatous plaques^6^.

ILCs and T cells are well-known sources of GM-CSF, as observed in AS^65^. Our data indicate that MCs also produce GM-CSF in experimental SpA, which builds on previous work showing that MCs are present in increased numbers in the synovial membrane of patients with SpA and RA, where they produce IL-17A and TNF^40,41^. In addition, MC were detected in the synovial fluid in a higher proportion of SpA patients compared to patients with other forms of arthritis^66^. Similarly to our observations in mice, a promoting effect of IL-33 on GM-CSF secretion by human MC has been reported in several studies^48,67^, supporting the potential relevance of the MC-mediated IL-33/GM-CSF axis to the inflammatory response to humans. Consequently, MCs may represent a promising therapeutic target for SpA, with a recent pilot study suggesting this approach could be safe and effective^68^. In addition, our work highlights the potential benefits of antibody-mediated blockade of GM-CSF for SpA. Such treatment is safe in humans and has generated encouraging results in phase II clinical trials for RA^69^.

Overall, our work sheds light on the complex inflammatory network in SpA, highlighting an underappreciated role for HSPCs in the co-ordination of inflammatory pathology at locations distant from the BM.

## Methods

### Mice and model of disease

SKG mice (BALB/c-*zap70*^*W163C*^), which are arthritis-prone because of a point mutation in ZAP-70^17^, were bred and maintained under specific pathogen-free (SPF) conditions in licensed animal facilities at the University of Oxford. Mice were age matched across different treatment groups.

Where indicated, SpA was induced in 8–12-week-old SKG females by a single intraperitoneal (IP) injection of 0.3 mg of the microbial polysaccharide curdlan (Wako Chemicals USA, Inc.), which is a β-1,3-Glucan. Curdlan-injected spondyloarthritic mice (“arthritic”) were compared to PBS-injected SKG mice (“healthy”), as unmanipulated or PBS-injected SKG mice do not develop arthritis under SPF conditions^16^. Although we did not investigate spinal inflammation in our study, this model also recapitulates the spondylitis phenotype characteristic of AS^16^.

Disease was monitored and scored weekly. The scoring was done as follows: 0 = no swelling or redness, 0.5 = swelling or redness of digits and mild swelling and/or redness of wrists or ankle joints, 1 = mild swelling of wrist and ankle joints, 2 = moderate swelling of wrist and ankle joints, 3 = substantial swelling of wrist and ankle joints, not inhibiting normal mobility, feeding and drinking. Scores of forepaws and hind paws were totaled for each mouse. Paw thickness in the front paws, hind paws and ankles was also measured using dial-type callipers (Diatest Ltd., UK). Changes in paw or ankle size were calculated by subtracting the initial cumulated size of all paws or ankles from the cumulated size of all paws or ankles at the indicated time points.

All procedures involving mice were conducted according to the requirements of the UK Animals (Scientific Procedures) Act 1986. Experiments were approved by the University of Oxford Animal Welfare Ethical Review Body (Home Office Project License 30/3218).

### In vivo treatments

Anti-GM-CSF (clone MP1-22E9) and isotype control antibody (clone 2A3) were purchased from Bio X Cell. Age matched female SKG mice were injected IP with either anti-GM-CSF antibody (0.25 mg) or isotype control antibody (0.25 mg) either on the day before curdlan injection and twice weekly for the duration of the experiment (6–7 weeks) or 9 days after disease triggering and twice weekly until day 28.

Age matched SKG males were injected IP with recombinant murine IL-33 (1 µg; BioLegend) or PBS on the day before curdlan injection. IL-33 (0.5 and 1 µg) or PBS was administered twice weekly for the duration of the experiment (5 weeks). Notably, curdlan-triggered SKG males develop SpA more slowly and less severely than SKG females^16^. In a further experiment, male SKG mice were injected with curdlan then IL-33 (0.5 µg/injection) twice weekly, with anti-GM-CSF antibody (0.25 mg) or isotype control (0.25 mg) twice weekly for 4 weeks.

In a separate set of experiments, female SKG mice triggered for SpA development were injected IP daily either with the MC stabilizer cromolyn sodium (200 mg/kg; Sigma-Aldrich) dissolved in PBS or with PBS only for the duration of the experiment (28 days).

In a further experiment, female SKG mice were injected with curdlan then, after 1 week, with recombinant murine GM-CSF (2 μg; Peprotech) or PBS every 2 days for a total of 4 injections.

Female SKG mice were injected with curdlan, then ST2-Fc fragment (mouse ST2-mouse IgG1-Fc, Medimmune) or with a control mouse IgG1 (NIP228, Medimmune), both at 0.3 mg per IP injection three times weekly for 5 weeks.

Female SKG mice were injected with curdlan then anti-IL-5 antibody (Bio X Cell, clone TRFK5) or isotype (clone HPRN), both at 0.3 mg per injection IP three times weekly for 4 weeks. In a separate experiment, female SKG mice were injected with curdlan then anti-IL-3 antibody (Bio X Cell, clone MP2-8F8) or isotype (clone HPRN), both at 0.375 mg per injection IP twice weekly for 4 weeks.

Female SKG mice were injected with curdlan and anti-CD4 depleting antibody (Bio X Cell, clone YTS 191) or isotype (clone LTF-2), both at 100 mg per injection IP twice weekly for 4 weeks starting 2 days before curdan injection. The efficacy of the CD4 T-cell depletion was assessed using a different anti-CD4 clone (RM4-5).

### Histological scoring of arthritis and enteritis

For histology, mice were culled and hind paws and sections of SI (duodenum, jejunum, and ileum) were fixed in 4% formalin before embedding in paraffin. The paws were decalcified with 10% neutral buffered EDTA for 4 weeks and then embedded in paraffin. Paraffin-embedded sections were cut (5 μm) and stained with hematoxylin and eosin; inflammation was scored in a blinded fashion. Histopathological severity of arthritis was scored in the tarsometatarsal, metatarsophalangeal, and interphalangeal joints by microscopy in a blinded fashion. The histological severity of arthritis was graded as follows: 0 = normal; 1 = minimal synovitis, cartilage loss, and bone erosions limited to discrete foci; 2 = synovitis and erosions present but normal joint architecture intact; and 3 = synovitis and extensive erosions present and joint architecture disrupted. The data are shown as the average score from the three joints for each mouse. Inflammation of the SI (epithelium, lamina propria, and submucosa) was scored in a blinded fashion using a previously described scoring system^2^. In indicated experiments, sections of SI and paws were stained with toluidine blue to visualize MC. MC were quantified by counting all cells in the section (SI) or by taking the average of cells counted in 8 × 20 objective fields in the periarticular regions of the tarsometatarsal and proximal interphalangeal joints of each mouse (paw).

### Cell isolation from SI for FACS analysis

Mice were culled and SI were removed and washed in sterile PBS supplemented with 0.1% bovine serum albumin (BSA). SI was cut into sections and then opened longitudinally. Excess mucus was removed. Tissue was incubated in RPMI 1640 supplemented with 5% fetal calf serum (FCS) and 2 mM EDTA on a shaking incubator (150 rpm) heated to 37 °C for 20 min. This EDTA incubation was repeated for 20 min, after which, pieces of tissue were incubated in RPMI 1640 supplemented with 5% FCS at room temperature for 10 min without shaking. Pieces of tissue were then transferred to new tubes and digested in RPMI 1640 supplemented with 10% FCS, DNaseI (40 U/ml; Sigma-Aldrich) and collagenase VIII (0.25 mg/ml; Sigma-Aldrich) for 30 min at 37 °C on a shaking incubator. Tissue was filtered through a 70 µm strainer and centrifuged. Digested tissue was separated by centrifugation on a 30%/40%/70% Percoll gradient (GE Healthcare), centrifuging at 1800 rpm for 20 min with no brake. Cells at the 40%/70% interface were collected as the leukocyte-enriched fraction, i.e., SI LPL.

### Cell isolation from spleen and BM for FACS analysis

Spleens, femurs and tibiae were harvested into PBS supplemented with 0.1% BSA. Spleens were passed through a 70 μm filter. The single cell suspension was centrifuged and resuspended in 1 ml red blood lysis solution for 2 min at room temperature. Lysis was stopped by addition of ice-cold PBS with 0.1% BSA. Cells were centrifuged and resuspended in PBS with 0.1% BSA before being stained for FACS analysis. BM cell suspensions were prepared by flushing the marrow from femur and tibia and were resuspended in PBS with 0.1% BSA. Cells were centrifuged and re-suspended, before staining for FACS analysis.

### Cell isolation from paw joint for FACS analysis

The skin was removed from one hind paw and the paw was cut into four pieces. Pieces of tissue were incubated in 1 ml of RPMI 1640 supplemented with DNAse I (0.1 mg/ml) and Liberase (Roche, 0.3 mg/ml) for 90 min at 37 °C. Digested soft tissue from the paw joint was then passed through a 70 µm strainer to obtain a single cell suspension which was stained for flow cytometry.

### Flow cytometry and cell sorting

Single-cell suspensions of desired tissues were obtained as described above. In total, 1–2 × 10^6^ cells were stained with fixable viability dye (BioLegend) for 15 min in the dark at room temperature. Cells were centrifuged and incubated with unlabeled anti-CD16/32 to block nonspecific staining (unless anti-CD16/32 was in the staining panel), and were then stained with surface antibodies in PBS with 0.1% BSA for 30 min in the dark at 4 °C. Cells were centrifuged and fixed for 15 min using fixation solution (Cytofix/Cytoperm, BD) at 4 °C. Cells were centrifuged and re-suspended in PBS with 0.1% BSA and 2 mM EDTA.

For intracellular staining, cells were first incubated in RPMI 1640 with 10% FCS and 5 µg/ml brefeldin A with or without PMA (5 ng/ml) and ionomycin (500 ng/ml) for 3 h at 37 °C and 5% CO_2_. Cells were stained with a viability dye and for surface antigens as above for 30 min. After fixation, cells were permeabilized by addition of cytoperm solution for 15 min followed by addition of intracellular antibodies diluted in cytoperm solution for 45 min at 4 °C in the dark. Cells were centrifuged and resuspended in PBS with 0.1% BSA and 2 mM EDTA before acquisition.

The following monoclonal antibodies were used for flow cytometry analysis, with the name of the clone indicated in brackets: anti-CD45 (clone 30-F11), anti-CD11b (M1/70), anti-Ter119 (Ter119), anti-Gr-1 (RB6-8C5), anti-CD3 (17A2), anti-CD4 (clone RM4-5 or clone GK1.5), anti-NKp46 (29A1.4), anti-CD11c (N418), anti-B220 (RA3-6B2), anti-FcεR1 (MAR-1), anti-Ly-6G (1A8), anti-Ly6C (HK1.4), anti-F4/80 (BM8), anti-CD16/32 (i.e., FcγRII/III; clone 2.4G2), anti-CD90.2 (30-H12), anti-CD117 (2B8), anti-CD34-FITC (RAM34), anti-Ly-6A/E (i.e., Sca-1; clone D7), anti-CD150 (TC15-12F12.2), anti-CD48 (HM48-1), anti-GM-CSF (MP1-22E9), and isotype control: Rat IgG2a (RTK2758), anti-TNF-α (MP6-XT22), anti-pro-IL-1β (NJTEN3), anti-IL-33Rα (i.e., ST2; clone DIH9), anti-Ki67 (16A8), anti-IL-7R (A7R34), anti-CD64 (i.e., FcγRI; clone X54-5/7.1). Antibodies were purchased from BioLegend, BD Biosciences or eBioscience. Viable cells were identified as unstained with Zombie Aqua or Green (BioLegend).

Samples were acquired on an LSR II or LSR-Fortessa (Becton Dickinson) and analyzed using Flowjo Software (TreeStar Inc). Cell sorting was performed using a FACS ARIA III (Becton Dickinson).

### Quantitative real-time PCR

Total RNA was isolated from sorted cells using the RNeasy micro kit (QIAGEN) and 50 ng of total RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Affymetrix eBioscience). Total RNA from SI was isolated by tissue disruption using lysis beads in RLT buffer and the Precellys24 homogenizer. RNA was isolated using the RNeasy Mini Kit (QIAGEN) according to manufacturers’ instructions. Quantitative RT-qPCR was performed using Taqman assays and PrecisionFast Mastermix (PrimerDesign) on a ViiA7 384-well real-time PCR system. All expression levels were normalized to an internal reference gene (*Hprt*) and calculated as 2^−(CT *Hprt*-CT gene)^. Real-time qPCR was performed in duplicate and using the following Taqman primers (Thermo Fisher Scientific): Csf2 (Mm01290062_m1), Tnf (Mm00443258_m1), Hprt (Mm03024075_m1), Il6 (Mm00446190_m1), Il23 (Mm00518984_m1), Il1b (Mm00434228_m1), and St2 (Mm00516117_m1).

### RNA sequencing

SpA was induced in 8–10-week-old female SKG mice by injecting curdlan IP and mice were culled 5 weeks after disease triggering. Healthy or spondyloarthritic SKG mice were culled and LT-HSCs, ST-HSCs, MPPs, and GMPs were FACS-sorted from BM directly into RLT buffer containing β-mercaptoethanol. LT-HSCs were defined as Lineage^−^, c-kit^+^, Sca-1^+^, CD34^−^, CD150^+^, CD48^−^, ST-HSCs were defined as Lineage^−^, c-kit^+^, Sca-1^+^, CD34^+^, CD150^+^, MPPs were defined as Lineage^−^, c-kit^+^, Sca-1^+^, CD34^+^, CD150^−^, CD48^+^, and GMPs were defined as Lineage^−^, c-kit^+^, Sca-1^−^, CD34^+^, CD16/32^hi^. Of note, ST-HSC are also referred to in other publications as “MPP1-2” and MPP as “MPP3-4”^19^. RNA was isolated using the RNeasy Micro Kit (QIAGEN) according to manufacturers’ instructions. cDNA was prepared using the SMARTer protocol (Clontech) and sequencing libraries prepared using the NEBNext Ultra protocol (NEB). Libraries were subject to 75 bp paired-end sequencing (Illumina HiSeq 4000) to an average depth of 11.2 million read pairs per sample.

### Computational analysis of RNA sequencing

Sequence reads were aligned to the mouse genome with Hisat2 (version 2.0.4) using a “genome_trans” index built from the mm10 release of the mouse genome and Ensembl version 83 annotations (two-pass strategy to discover novel splice sites; with parameters: –dta and –score-min L,0.0,−0.2). Mapped reads were counted using featureCounts (Subread version 1.5.0; Ensembl version 83 annotations; default parameters). FPKMs were estimated with cuffquant (Cufflinks version 2.2.1; Ensembl version 83 annotations; with parameters: –multi-read-correct –no-effective-length-correction –max-bundle-frags 2000000 –max-mle-iterations 10000 –frag-bias-correct). Upper quartile normalized FPKM values were computed using cuffnorm (Cufflinks version 2.2.1; with parameters: –compatible-hits-norm library-norm-method quartile). Differential gene expression analysis was performed using DESeq2 (dispersions estimated with a “local” fit). Principal components analysis (PCA) was performed using normalized and transformed counts (variance stabilizing transformation; computed with DESeq2) and the R “prcomp” package. The PCA was performed using only genes that showed significant variation between the experimental groups (i.e., all possible combinations of cell type and condition; DESeq2 LRT test; BH adjusted *p* < 0.1).

### MicroCT analysis

Hind and front paws of indicated mice were removed and fixed in 4% formalin. Paws were scanned using a SKYSCAN 1174 Compact Micro-CT machine (Skyscan, Bruker, Belgium), 50 kV, 800 μA, 8.3 μm isometric voxel resolution, 0.7° rotation step with 0.5 mm Al filter and exposure set to 2000 ms and at 12.57 μm image pixel size. Images were analyzed using Skyscan CT Analyzer software version 1.13.2.1.

### BMMC culture

Total BM cells were isolated by flushing the BM from femur and tibia of healthy SKG mice using RPMI 1640 supplemented with 10% FCS. A single cell suspension was obtained and passed through a 70 μm strainer before resuspending in complete growth medium (RPMI 1640 supplemented with 10% FCS, 1 mM sodium pyruvate, 4 mM l-glutamine, 25 mM HEPES, 50 µM 2-ME, 10 ng/ml murine IL-3, nonessential amino acids and 10,000 U/ml penicillin/streptomycin) and cells were seeded into tissue culture treated T75 flasks (Corning). Two days after seeding, non-adherent cells were harvested and transferred into fresh medium in a new tissue culture flask; this was repeated twice weekly. Cell density was adjusted to a concentration of 1 × 10^6^ cells/ml after the first 2 weeks. Cells were cultured for a total of 5–6 weeks to obtain a pure population of MC. Cell purity of ~95% was obtained as assessed by co-expression of the markers c-Kit and FcεRI by flow cytometry.

### BMMC activation assays

For cytokine production assays, BMMC were stimulated with vehicle, LPS (100 ng/ml; Sigma-Aldrich) or recombinant murine IL-33 (50 ng/ml; BioLegend) for 16 h, with or without cromolyn sodium (5 mM). Supernatant was harvested and indicated proteins were quantified by ELISA according to manufacturers’ instructions. In some cases, brefeldin A (5 µg/ml) was added for a further 6 h before cells were stained for cytokine production and assessed by flow cytometry, as described above. β-hexosaminidase release was measured as described previously^70^. Briefly, 5 × 10^4^ cells were re-suspended per well in a 96-well plate in HEPES buffer and rested for 10 min at 37 C before adding stimulants (IL-33 (50 ng/ml) or PMA (5 ng/ml) and ionomycin (500 ng/ml)) for 30 mins. After this, the plate was centrifuged at 300 *g* for 5 mins and 50 µl of supernatant was transferred to a plate containing 100 µl p-nitrophenyl N-acetyl-β-d-glucosamide (PNAG, Sigma) solution (3.5 mg/ml) per well. In the original plate, 150 µl of 0.1% Triton X-100 solution (Sigma) was added to each well and mixed 5 times before incubating for 10 min at 37 °C. After this, 50 µl of the lysed cell solution was transferred to a different PNAG plate. Both PNAG plates were incubated at 37 °C for 90 min before adding 100 µl glycine solution (Sigma). Light emission was measured with a plate reader at 405 nm, subtracting emission at 620 nm. Release was expressed as a percentage of the total β-hexosaminidase present in each sample after lysis. All activation assays were completed in triplicate.

### Liquid culture of BM HSPCs

Cells (LT-HSCs, ST-HSCs, MPPs, and GMPs) were sorted for culture from suspensions of cells derived from BM using the gating strategies outlined above, in “RNA sequencing”. Cells were cultured in 96-well tissue culture plates, with 500 HSC and 1000 MPP or GMP added to each well in 200 µl of IMDM medium containing l-glutamine and HEPES and supplemented with 5% FCS, 2-mercaptoethanol (100 µM), penicillin/streptomycin (10,000 U/ml), nonessential amino acids (1×), sodium pyruvate (1 mM), murine stem cell factor (20 ng/ml), murine IL-6 (10 ng/ml), murine IL-11 (10 ng/ml), murine IL-3 (10 ng/ml), murine thrombopoietin (10 ng/ml), and human erythropoietin (10 ng/ml). All cultures were performed in triplicate, with some also containing recombinant murine GM-CSF (20 ng/ml). Cells were cultured for 4 days (GMP) or 6 days (LT-HSCs, ST-HSCs, and MPPs), with 60 µl of medium removed and replaced with fresh medium every 2 days. After 4–6 days, cells were prepared for flow cytometry as described above. The myeloid output of stem cells or progenitors was assessed by expressing the number of CD11b^hi^ cells as a percentage of the live cells harvested at the end of the culture. Cells were quantified using a hemocytometer. Of note, the majority of CD11b^hi^ cells were also CD16/32^+^.

### Myeloid output assays from GMPs sorted from the joints

GMPs were sorted from digested paws by FACS, as described above, and compared to GMPs sorted from flushed BM. Articular lineage^−^c-Kit^−^ cells and MEP from BM were also obtained as controls. The digested tissue of 12 paws from mice injected with curdlan 4 weeks previously were pooled to obtain a suitable number of cells, and the BM derived from 4 femurs and 4 tibiae from the same mice were also pooled for isolation of BM GMP. These cells were cultured in 96 well tissue culture plates in IMDM medium containing l-glutamine and 25 mM HEPES and supplemented with 5% fetal bovine serum, MEM nonessential amino acids, penicillin/streptomycin (10,000 U/ml), sodium pyruvate (1 mM), β-mercaptoethanol (50 µM), recombinant murine GM-CSF (10 ng/ml), recombinant murine IL-9 (50 ng/ml), recombinant murine IL-3 (20 ng/ml), and recombinant murine stem cell factor (20 ng/ml). Cell suspensions were all in a total volume of 200 µl, with 1000 cells added to each well at the beginning of the culture. All cultures were performed in triplicate. Suspensions were maintained at 37 °C in a 5% CO_2_ atmosphere, and 60 µl of the medium was removed and replaced with fresh medium every 2 days. After 4 days, cells were quantified using a hemocytometer. The culture plates were also centrifuged and resuspended in fixable viability dye for 15 min at 4 °C. The cells were then washed by adding 100 µl PBS with 0.1% BSA and prepared for myeloid cell output analysis by flow cytometry, as described above.

### GMP transfer experiments

Total BM cells were isolated from femurs and tibiae of CD45.1^+^ BALB/c mice (CByJ.SJL(B6)-*Ptprc*^*a*^, the Jackson Laboratory) and GMP were isolated using FACS, as described above. In total, 5 × 10^4^ GMP were transferred intravenously to congenic CD45.2^+^ SKG mice 2 weeks after IP injection of curdlan to trigger inflammation in the joints. CD45.1^+^ cell infiltration to the inflamed joints and spleens and differentiation into neutrophils were investigated using flow cytometry.

### CFU assays

CFU-GM derived from FACS-sorted cells were assessed by mixing 1000 sorted GMP from paw or BM in a volume of 100 µl IMDM (with l-glutamine and 25 mM HEPES) with 1 ml of methylcellulose medium (MethoCult M3434 containing murine stem cell factor, IL-3, IL-6, and EPO). The suspension was mixed by pipetting and vortexing and applied to 3 cm petri dishes. These dishes were incubated at 37 °C and 5% CO_2_. Images of the colonies were acquired after 6 days by bright field microscopy using an Olympus BX51 microscope. Colony formation assays were performed in duplicate.

For CFU-GM quantification from organ single cell suspensions, BM cells (5 × 10^4^ cells), splenocytes (1 × 10^5^ cells) or cells isolated by enzymatic digestion of the soft tissue of the paw joint (3 × 10^5^ cells) were suspended in methylcellulose medium (Stem Cell Technologies; M3434) to quantify clonogenic myeloid colony forming units. Morphologic analysis of colony formation was performed after 10–12 days of incubation.

### Ex vivo organ explant experiments

Three sections of SI (duodenum, jejunum, and ileum) (0.25 cm^2^) and one forepaw were removed and incubated in RPMI 1640 supplemented with 10% FCS and 10,000 U/ml penicillin/streptomycin at 37 °C and 5% CO_2_ for 16 h. The forepaw was cut into three pieces before incubation. Supernatant was harvested and indicated proteins were quantified by ELISA according to manufacturers’ instructions. Intestinal cytokine concentrations were normalized to explant weight. Articular concentrations were expressed as total cytokine levels released per paw.

### Statistical analysis

Statistical analysis was performed with Prism 7.0 (GraphPad Software). Unless stated otherwise, the nonparametric Mann–Whitney test was used for all statistical comparisons. Differences were considered statistically significant when *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All data associated with this study are available in the main text or the Supplementary materials. The source data underlying Figs. 1c–g, 3a–i, 4a, c, d, f, g, 5b–e, 6a–f, 7a, b, d–l, and Supplementary Figs. 1a, b, c, e, f, 2c–g, 3a, c, d, 5a, d–f, 6a–h are provided as a Source Data file. The RNA-sequencing data have been deposited in GEO (GSE126218).

## Source Data

Source Data

## References

[1] Weissman IL, Shizuru JA (2008). The origins of the identification and isolation of hematopoietic stem cells, and their capability to induce donor-specific transplantation tolerance and treat autoimmune diseases. Blood.

[2] Griseri T, McKenzie BS, Schiering C, Powrie F (2012). Dysregulated hematopoietic stem and progenitor cell activity promotes interleukin-23-driven chronic intestinal inflammation. Immunity.

[3] Griseri T (2015). Granulocyte macrophage colony-stimulating factor-activated eosinophils promote interleukin-23 driven chronic colitis. Immunity.

[4] Niu H (2013). The function of hematopoietic stem cells is altered by both genetic and inflammatory factors in lupus mice. Blood.

[5] van der Valk FM (2017). Increased haematopoietic activity in patients with atherosclerosis. Eur. Heart J..

[6] Dutta P (2012). Myocardial infarction accelerates atherosclerosis. Nature.

[7] Takizawa H, Boettcher S, Manz MG (2012). Demand-adapted regulation of early hematopoiesis in infection and inflammation. Blood.

[8] Pietras EM (2016). Chronic interleukin-1 exposure drives haematopoietic stem cells towards precocious myeloid differentiation at the expense of self-renewal. Nat. Cell Biol..

[9] King KY, Goodell MA (2011). Inflammatory modulation of HSCs: viewing the HSC as a foundation for the immune response. Nat. Rev. Immunol..

[10] Sieper J, Braun J, Dougados M, Baeten D (2015). Axial spondyloarthritis. Nat. Rev. Dis. Prim..

[11] Van Praet L, Jacques P, Van den Bosch F, Elewaut D (2012). The transition of acute to chronic bowel inflammation in spondyloarthritis. Nat. Rev. Rheumatol..

[12] Stoll ML (2011). Interactions of the innate and adaptive arms of the immune system in the pathogenesis of spondyloarthritis. Clin. Exp. Rheumatol..

[13] Schett G (2017). Enthesitis: from pathophysiology to treatment. Nat. Rev. Rheumatol..

[14] Wright HL, Moots RJ, Edwards SW (2014). The multifactorial role of neutrophils in rheumatoid arthritis. Nat. Rev. Rheumatol..

[15] Manz MG, Boettcher S (2014). Emergency granulopoiesis. Nat. Rev. Immunol..

[16] Ruutu M (2012). Beta-glucan triggers spondylarthritis and Crohn’s disease-like ileitis in SKG mice. Arthritis Rheum..

[17] Hata H (2004). Distinct contribution of IL-6, TNF-alpha, IL-1, and IL-10 to T cell-mediated spontaneous autoimmune arthritis in mice. J. Clin. Invest..

[18] LeibundGut-Landmann S (2007). Syk- and CARD9-dependent coupling of innate immunity to the induction of T helper cells that produce interleukin 17. Nat. Immunol..

[19] Cabezas-Wallscheid N (2014). Identification of regulatory networks in HSCs and their immediate progeny via integrated proteome, transcriptome, and DNA methylome analysis. Cell Stem Cell.

[20] Passegue E, Wagers AJ, Giuriato S, Anderson WC, Weissman IL (2005). Global analysis of proliferation and cell cycle gene expression in the regulation of hematopoietic stem and progenitor cell fates. J. Exp. Med..

[21] Laurenti E (2015). CDK6 levels regulate quiescence exit in human hematopoietic stem cells. Cell Stem Cell.

[22] Rogulski K (2005). Onzin, a c-Myc-repressed target, promotes survival and transformation by modulating the Akt-Mdm2-p53 pathway. Oncogene.

[23] Todros-Dawda I, Kveberg L, Vaage JT, Inngjerdingen M (2014). The tetraspanin CD53 modulates responses from activating NK cell receptors, promoting LFA-1 activation and dampening NK cell effector functions. PLoS ONE.

[24] Hamilton JA, Achuthan A (2013). Colony stimulating factors and myeloid cell biology in health and disease. Trends Immunol..

[25] Codarri L (2011). RORgammat drives production of the cytokine GM-CSF in helper T cells, which is essential for the effector phase of autoimmune neuroinflammation. Nat. Immunol..

[26] Chabbi-Achengli Y (2016). Serotonin is involved in autoimmune arthritis through Th17 immunity and bone resorption. Am. J. Pathol..

[27] Massberg S (2007). Immunosurveillance by hematopoietic progenitor cells trafficking through blood, lymph, and peripheral tissues. Cell.

[28] Kim MH (2011). Neutrophil survival and c-kit(+)-progenitor proliferation in *Staphylococcus aureus*-infected skin wounds promote resolution. Blood.

[29] Ciccia F (2009). Overexpression of interleukin-23, but not interleukin-17, as an immunologic signature of subclinical intestinal inflammation in ankylosing spondylitis. Arthritis Rheum..

[30] Esplugues E (2011). Control of TH17 cells occurs in the small intestine. Nature.

[31] Pearson C (2016). ILC3 GM-CSF production and mobilisation orchestrate acute intestinal inflammation. eLife.

[32] Askenase MH (2015). Bone-marrow-resident NK cells prime monocytes for regulatory function during infection. Immunity.

[33] Goldszmid RS, Dzutsev A, Trinchieri G (2014). Host immune response to infection and cancer: unexpected commonalities. Cell Host Microbe.

[34] Ambarus C, Yeremenko N, Tak PP, Baeten D (2012). Pathogenesis of spondyloarthritis: autoimmune or autoinflammatory?. Curr. Opin. Rheumatol..

[35] Hashimoto M (2010). Complement drives Th17 cell differentiation and triggers autoimmune arthritis. J. Exp. Med..

[36] Hirota K (2018). Autoimmune Th17 cells induced synovial stromal and innate lymphoid cell secretion of the cytokine GM-CSF to initiate and augment autoimmune arthritis. Immunity.

[37] Hallgren J, Gurish MF (2011). Mast cell progenitor trafficking and maturation. Adv. Exp. Med. Biol..

[38] Reber LL, Sibilano R, Mukai K, Galli SJ (2015). Potential effector and immunoregulatory functions of mast cells in mucosal immunity. Mucosal Immunol..

[39] Enoksson M (2011). Mast cells as sensors of cell injury through IL-33 recognition. J. Immunol..

[40] Noordenbos T (2012). Interleukin-17-positive mast cells contribute to synovial inflammation in spondylarthritis. Arthritis Rheum..

[41] Hueber AJ (2010). Mast cells express IL-17A in rheumatoid arthritis synovium. J. Immunol..

[42] Moon TC, Befus AD, Kulka M (2014). Mast cell mediators: their differential release and the secretory pathways involved. Front. Immunol..

[43] Forbes EE (2008). IL-9- and mast cell-mediated intestinal permeability predisposes to oral antigen hypersensitivity. J. Exp. Med..

[44] Liu J (2009). Genetic deficiency and pharmacological stabilization of mast cells reduce diet-induced obesity and diabetes in mice. Nat. Med..

[45] Ciccia F (2014). Macrophage phenotype in the subclinical gut inflammation of patients with ankylosing spondylitis. Rheumatology.

[46] Han GW (2011). Serum levels of IL-33 is increased in patients with ankylosing spondylitis. Clin. Rheumatol..

[47] Camelo A (2017). IL-33, IL-25, and TSLP induce a distinct phenotypic and activation profile in human type 2 innate lymphoid cells. Blood Adv..

[48] Allakhverdi Z, Smith DE, Comeau MR, Delespesse G (2007). Cutting edge: the ST2 ligand IL-33 potently activates and drives maturation of human mast cells. J. Immunol..

[49] Tsuzuki H (2017). Functional interleukin-33 receptors are expressed in early progenitor stages of allergy-related granulocytes. Immunology.

[50] Schmitz J (2005). IL-33, an interleukin-1-like cytokine that signals via the IL-1 receptor-related protein ST2 and induces T helper type 2-associated cytokines. Immunity.

[51] Toyoshima S (2017). The spleen is the site where mast cells are induced in the development of food allergy. Int Immunol..

[52] Weber GF (2015). Interleukin-3 amplifies acute inflammation and is a potential therapeutic target in sepsis. Science.

[53] Allakhverdi Z (2007). Thymic stromal lymphopoietin is released by human epithelial cells in response to microbes, trauma, or inflammation and potently activates mast cells. J. Exp. Med..

[54] Kaufmann E (2018). BCG educates hematopoietic stem cells to generate protective innate immunity against tuberculosis. Cell.

[55] Christ A (2018). Western diet triggers NLRP3-dependent innate immune reprogramming. Cell.

[56] Netea MG (2017). A guiding map for inflammation. Nat. Immunol..

[57] Mercan R (2016). The association between neutrophil/lymphocyte ratio and disease activity in rheumatoid arthritis and ankylosing spondylitis. J. Clin. Lab. Anal..

[58] Coskun BN (2014). Neutrophil lymphocyte ratio can be a valuable marker in defining disease activity in patients who have started anti-tumor necrosis factor (TNF) drugs for ankylosing spondylitis. Eur. J. Rheumatol..

[59] Martin NT, Martin MU (2016). Interleukin 33 is a guardian of barriers and a local alarmin. Nat. Immunol..

[60] Benham H (2014). Interleukin-23 mediates the intestinal response to microbial beta-1,3-glucan and the development of spondyloarthritis pathology in SKG mice. Arthritis Rheumatol..

[61] Murphy AJ (2011). ApoE regulates hematopoietic stem cell proliferation, monocytosis, and monocyte accumulation in atherosclerotic lesions in mice. J. Clin. Invest..

[62] Ohtsu S (2000). Enhanced neutrophilic granulopoiesis in rheumatoid arthritis. Involvement of neutrophils in disease progression. J. Rheumatol..

[63] Papadaki HA, Kritikos HD, Valatas V, Boumpas DT, Eliopoulos GD (2002). Anemia of chronic disease in rheumatoid arthritis is associated with increased apoptosis of bone marrow erythroid cells: improvement following anti-tumor necrosis factor-alpha antibody therapy. Blood.

[64] Shiomi A (2014). GM-CSF but not IL-17 is critical for the development of severe interstitial lung disease in SKG mice. J. Immunol..

[65] Al-Mossawi MH (2017). Unique transcriptome signatures and GM-CSF expression in lymphocytes from patients with spondyloarthritis. Nat. Commun..

[66] Freemont AJ, Denton J (1985). Disease distribution of synovial fluid mast cells and cytophagocytic mononuclear cells in inflammatory arthritis. Ann. Rheum. Dis..

[67] Ronnberg E (2019). Divergent effects of acute and prolonged interleukin 33 exposure on mast cell IgE-mediated functions. Front. Immunol..

[68] Paramarta JE (2016). A proof-of-concept study with the tyrosine kinase inhibitor nilotinib in spondyloarthritis. J. Transl. Med..

[69] Cook AD, Hamilton JA (2018). Investigational therapies targeting the granulocyte macrophage colony-stimulating factor receptor-alpha in rheumatoid arthritis: focus on mavrilimumab. Ther. Adv. Musculoskelet. Dis..

[70] Radinger M, Jensen BM, Swindle E, Gilfillan AM (2015). Assay of mast cell mediators. Methods Mol. Biol..

# Supplementary material for: GM-CSF drives dysregulated hematopoietic stem cell activity and pathogenic extramedullary myelopoiesis in experimental spondyloarthritis
**Source:** Nat Commun. 2020 Jan 9;11:155. doi: 10.1038/s41467-019-13853-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **GM-CSF drives dysregulated hematopoietic stem cell activity and pathogenic extramedullary myelopoiesis in experimental spondyloarthritis**

Regan-Komito et al

This document includes 6 supplementary figures

# Supplementary Figure 1

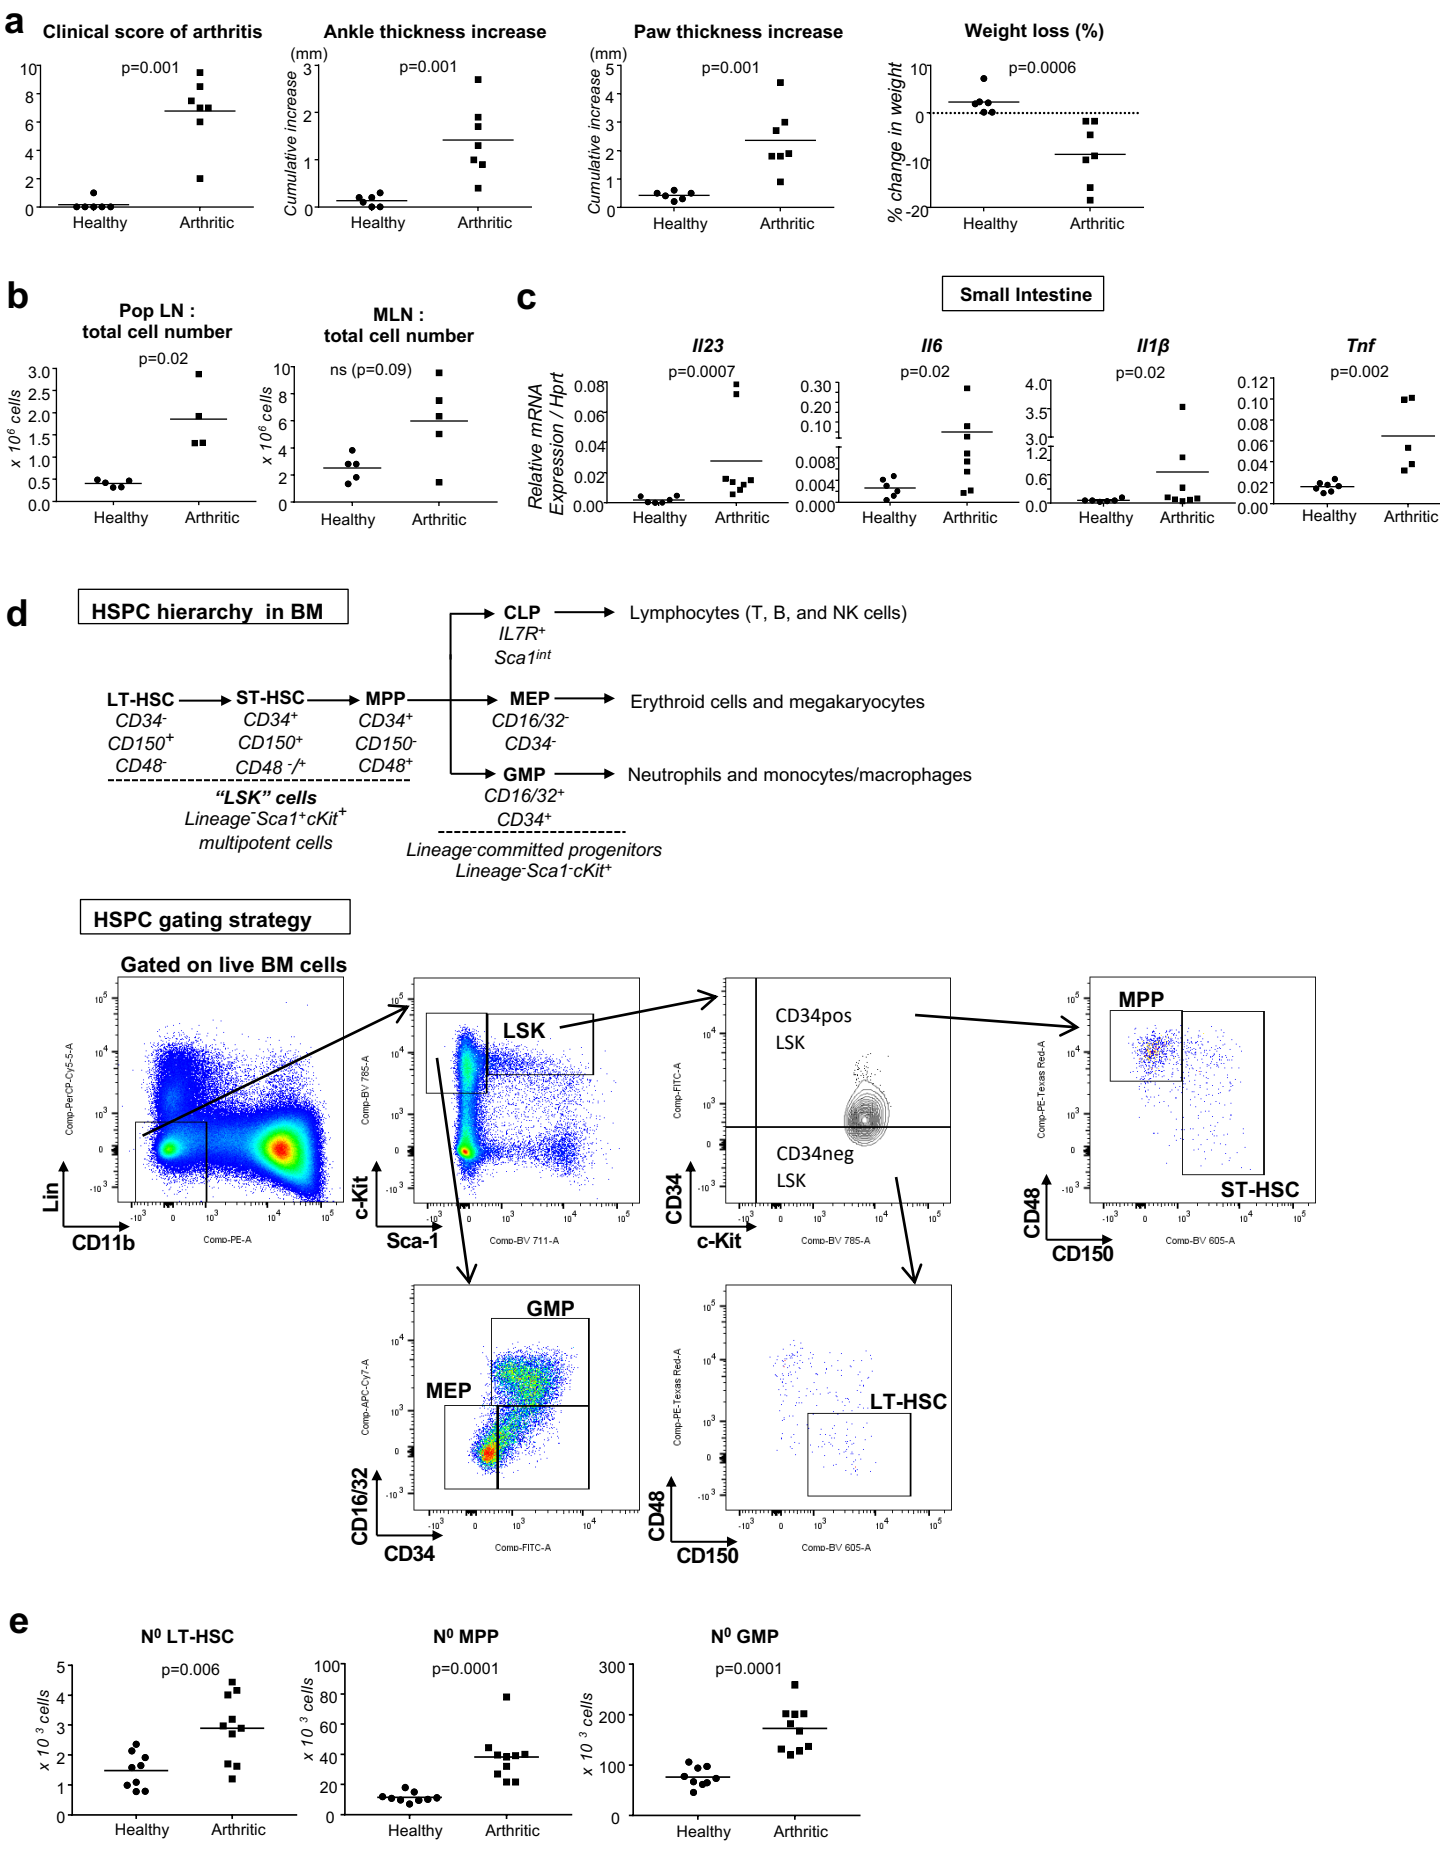

Supplementary Figure 1 continued

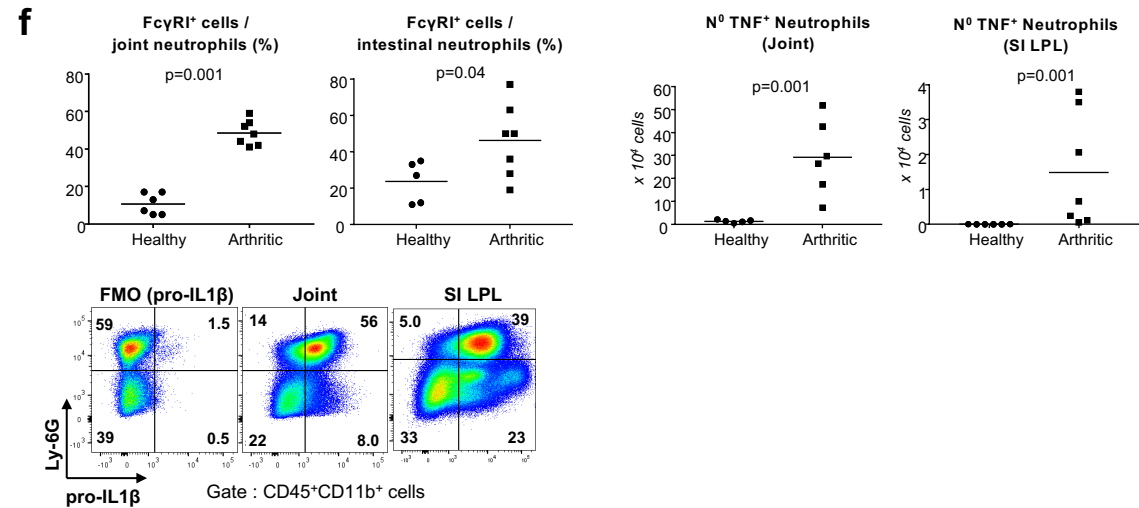

**Supplementary Figure 1: Development of SpA is associated with expression of pro-inflammatory cytokines**  
(a-c and e-f) SKG mice were injected with curdlan IP and culled after 4-6 weeks when they developed features of SpA (“arthritic”). PBS-injected SKG mice were used as controls (“healthy”).  
(a) Measurements of disease progression in healthy SKG mice and those developing SpA. Clinical score of arthritis was derived from observation of the paws and ankles, with measurement using calipers.  
(b) Total cell numbers obtained from popliteal or mesenteric lymph nodes.  
(c) Expression of cytokine genes in small intestinal homogenates by RT-qPCR, standardized to expression of the reference gene *Hprt*.  
(d) (Top) Schematic diagram of hierarchy of hematopoietic stem and progenitor cells (HSPC) in bone marrow (BM). LT-HSC: long-term hematopoietic stem cell (LSK (Lin<sup>-</sup>Sca-1<sup>+</sup>cKit<sup>+</sup>), CD34<sup>-</sup>, CD150<sup>+</sup>, CD48<sup>-</sup>), ST-HSC: short-term hematopoietic stem cell (LSK, CD34<sup>+</sup>, CD150<sup>+</sup>, CD48<sup>+/+</sup>), MPP: multi-potent progenitor (LSK, CD34<sup>+</sup>, CD150<sup>-</sup>, CD48<sup>+</sup>), CLP: common lymphoid progenitor (Lin<sup>-</sup>, IL7Rα<sup>+</sup>, Sca-1<sup>int</sup>, cKit<sup>int</sup>), MEP: megakaryocyte-erythroid progenitor (Lin<sup>-</sup>, Sca-1<sup>-</sup>, cKit<sup>+</sup>, CD34<sup>-</sup>, CD16/32<sup>-</sup>), GMP: granulocyte-monocyte progenitor (Lin<sup>-</sup>, Sca-1<sup>-</sup>, cKit<sup>+</sup>, CD34<sup>+</sup>, CD16/32<sup>hi</sup>).  
(Bottom) Gating strategy for HSPCs using representative images. Of note, depending on experiments, CD11b was either included in the lineage or in a separate channel.  
(e) Total cell numbers of LT-HSCs, MPPs, and GMPs in the BM.  
(f) Proportion of neutrophils expressing FcγRI (CD64) and TNF by FACS among neutrophils isolated from paw joints or small intestinal lamina propria (SI LPL). Representative intracellular staining for pro-IL-1β in neutrophils from joint and SI LPL of spondyloarthritic mice, expression compared to fluorescence-minus-one (FMO) control (paw joint).  
Dots represent individual mice, horizontal bars indicate mean. Data are representative of two to three independent experiments. Groups were compared using Mann-Whitney U tests.  
Source data are provided as a Source Data file

Supplementary Figure 2

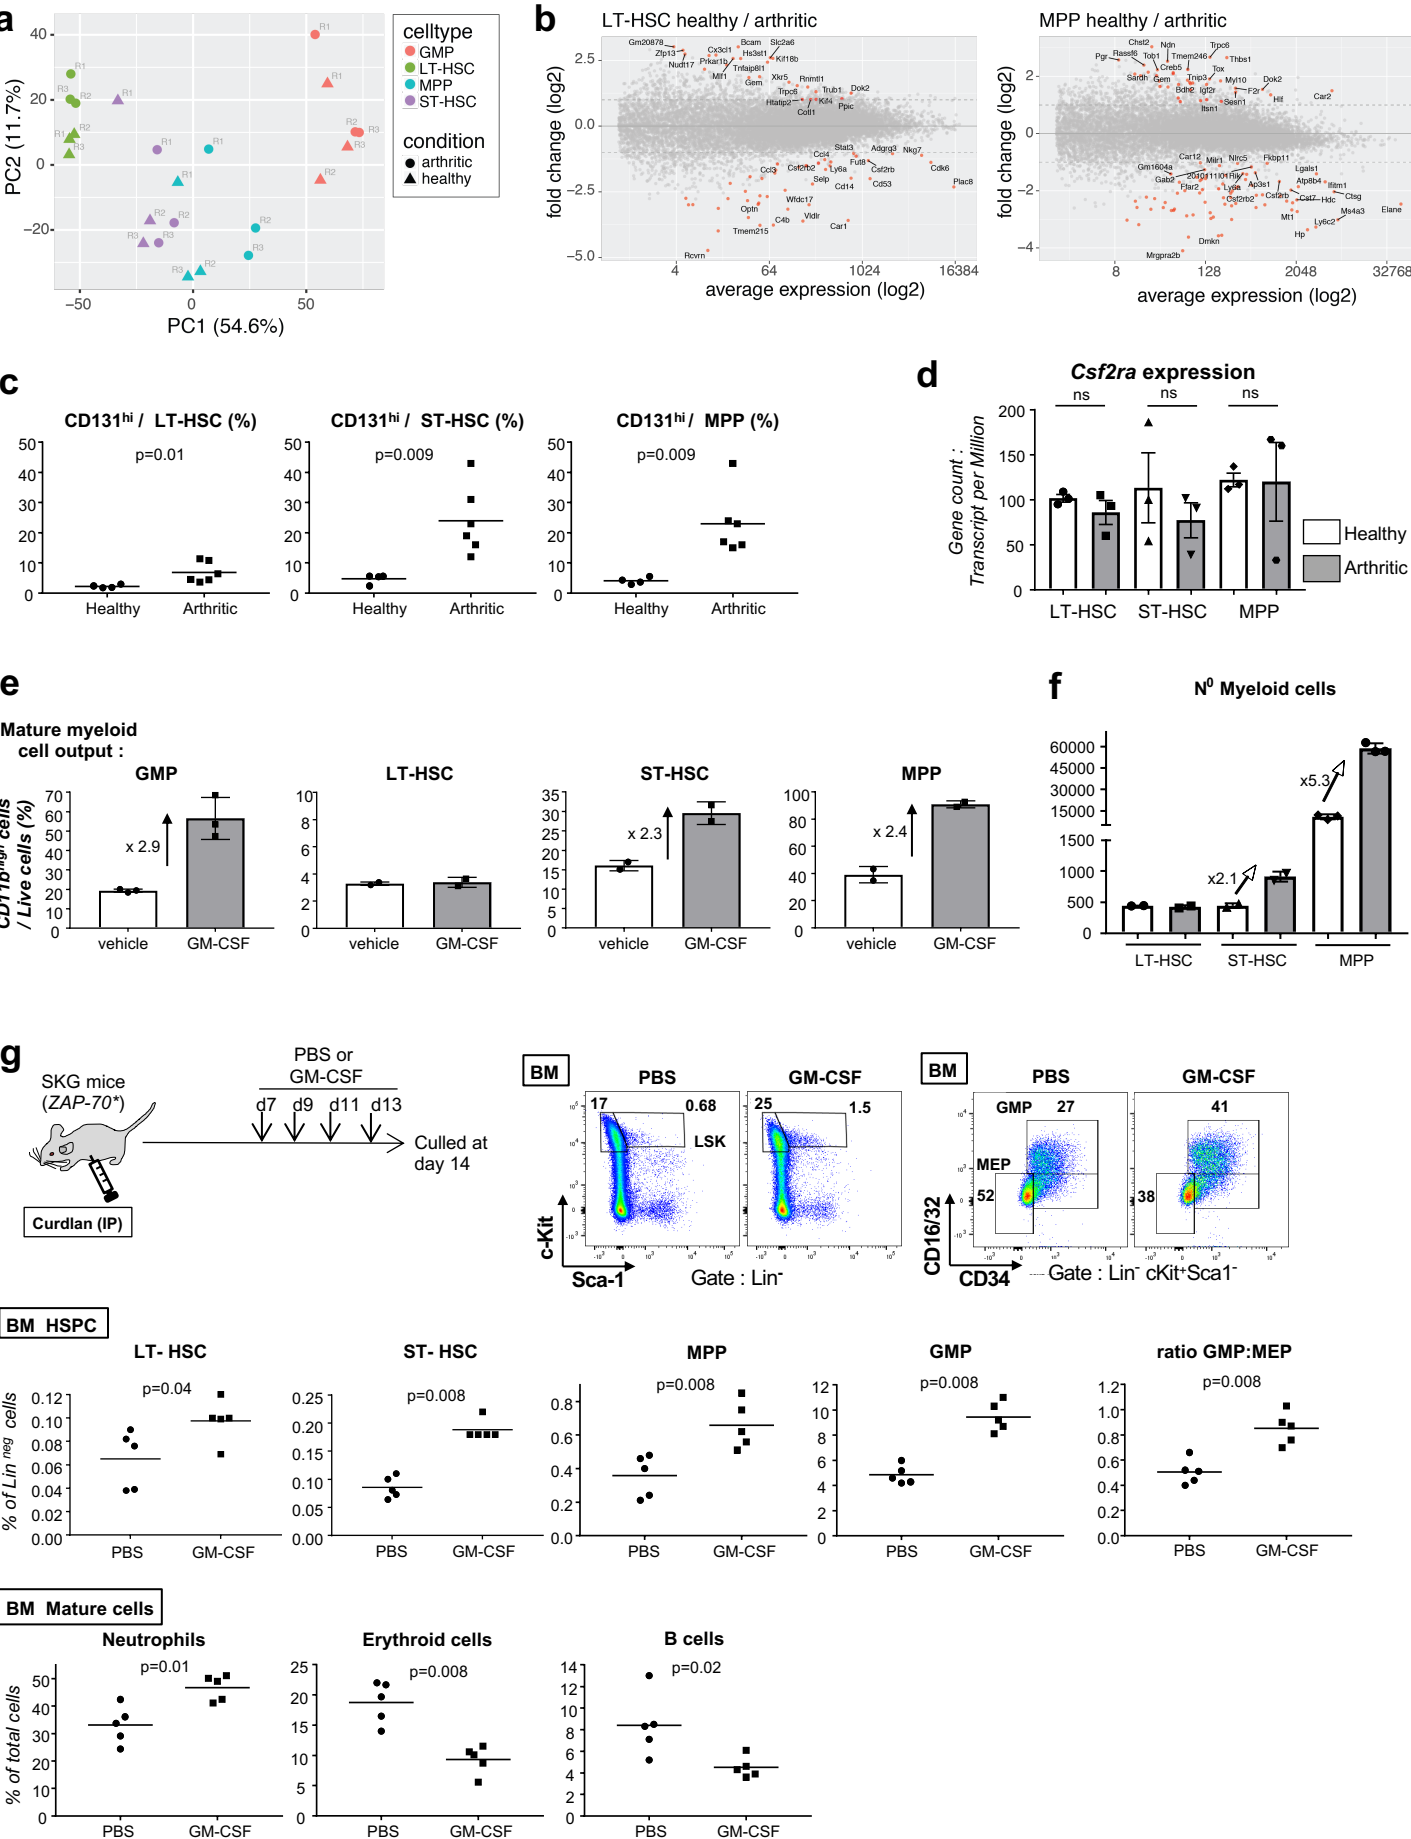

**Supplementary Figure 2: HSCs and MPPs express GM-CSF-receptor and respond to it by increasing their myeloid output**

**(a-b)** In 3 separate experiments, SKG mice (n=8 per group) were injected with PBS (healthy) or curdlan (arthritic) before culling after 5 weeks and sorting LT-HSCs, ST-HSCs, MPPs, and GMPs by FACS for RNA sequencing.

**(a)** Principal component analysis of samples based on genes that differed significantly between experimental groups (DESeq2 LRT test, BH adjusted  $p < 0.1$ ).

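The likelihood-ratio test set a model with the 8 groups against a model with the overall mean alone, with a local dispersion fit. The 500 genes with the largest variance in place of the genes past the test gave a PC1 share of 64.5%. Log2 CPM and log2(FPKM + 1) in place of the variance-stabilized counts gave 54.0% and 53.2%, and components fitted on the healthy libraries alone 57.7%. Leaving out each experiment in turn gave 58.3% to 60.3%. On PC2, the mean score was 19.5 ± 2.14 (SD, n = 3) in healthy LT-HSCs, −13.8 ± 9.68 in healthy ST-HSCs, −31.3 ± 7.75 in healthy MPPs, and 13.0 ± 8.92 in healthy GMPs.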

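In LT-HSCs, 17 of 12637 genes tested had a BH adjusted p-value under 0.1 in edgeR, 15 higher and 2 lower in arthritic mice. At an adjusted p under 0.05 and a fold change of at least 2 there were 14 genes, 13 higher and 1 lower, and 1344 genes had an unadjusted p under 0.05. DESeq2's Wald test moved these counts most among the fits that kept all 6 libraries and had no block, to 684 (298 higher and 386 lower) and 269 genes (130 higher and 139 lower). In MPPs, 0 genes met the stricter pair of criteria in edgeR, 148 with the experiment as a replicate block (same-numbered libraries correlated at 0.552), and 222 in DESeq2. In ST-HSCs and GMPs no gene had an adjusted p under 0.1, and 227 and 155 genes had an unadjusted p under 0.05. With the replicate block, 19 genes passed 0.1 in ST-HSCs (17 higher, 2 lower, same-number correlation 0.558) and 0 in GMPs (372 genes at an unadjusted p under 0.05, same-number correlation 0.395). Of the 42 genes that the LT-HSC plot names, 37 were tested in edgeR and all 37 changed in the plot's direction, 11 with an adjusted p under 0.1 and 9 past the stricter criteria. In DESeq2 all 42 had that direction and 37 passed the stricter criteria. Of the 47 genes that the MPP plot names, 46 were tested and all 46 changed in the plot's direction, 8 with an adjusted p under 0.1 and 0 past the stricter criteria (45 at an unadjusted p under 0.05). With the block 37 passed those criteria, and in DESeq2 44. Adjusted over each list alone, 37 and 45 genes were under 0.05 in edgeR, which shows no stability, since the lists are the paper's own calls on these data. Among genes with an adjusted p under 0.05 in LT-HSCs and arthritic libraries all above or all below the healthy ones, *Ighm*, *Tmem215*, and *C4b* had the largest rises and *Hs3st1* the only fall. *Ighm* rose from 4.38 ± 0.858 to 480 ± 302 CPM (SD, n = 3 libraries each), a log2 fold change of 6.79 (standard error 0.49, adjusted p = 0.00154 from edgeR). *Tmem215*, with 1 to 74 counts per library, rose by 5.04 on the log2 scale (standard error 0.67, edgeR adjusted p = 0.0440) and *C4b* by 4.23 (standard error 0.52, edgeR adjusted p = 0.0396). *Hs3st1* fell by 3.21 (standard error 0.44, edgeR adjusted p = 0.0440).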

**(b)** MA plots show genes differentially expressed in LT-HSCs (left) and MPPs (right) between healthy and arthritic mice 5 weeks after disease triggering. Red dots represent genes that are significantly differentially expressed (BH adjusted  $p < 0.05$ ) and that have an absolute fold-change  $\geq 2$ .

**(c)** Healthy SKG controls and arthritic mice were culled at week 5. Graphs show proportion of BM LT-HSCs, ST-HSCs and MPPs expressing the GM-CSF receptor  $\beta$  chain (CD131) by FACS.

**(d)** Indicated cell populations were sorted by FACS from BM of healthy and arthritic mice for RNA sequencing. 

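The authors' FPKM columns were matched to groups only, not to experiments, and *Csf2ra* was brought to TPM by dividing each FPKM by its library's sum. In LT-HSCs it had 11.0 ± 1.33 TPM in healthy and 5.83 ± 3.58 TPM in arthritic mice (SD, n = 3 libraries each), a difference with an exact permutation p of 0.2. In ST-HSCs it had 10.5 ± 6.51 and 6.61 ± 4.14 TPM (exact p = 0.4), and in MPPs 10.0 ± 1.69 and 5.44 ± 2.91 TPM (exact p = 0.1, the smallest that 3 against 3 allow). GMPs had 8.73 ± 0.824 and 13.4 ± 12.9 TPM (exact p = 1). After BH adjustment over these 4 exact tests, the p-values were 0.4 in LT-HSCs and MPPs, 0.533 in ST-HSCs, and 1 in GMPs.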

Graph shows transcripts per million for the GM-CSF receptor  $\alpha$  chain (*Csf2ra*). Bars represent mean and SEM of 3 independent biological replicates.

**(e-f)** LT-HSCs, ST-HSCs, MPPs, and GMPs were sorted by FACS for liquid culture with or without recombinant GM-CSF. After 4 days (for GMPs) or 6 days (for LT-HSCs, ST-HSCs, and MPPs), cells were analyzed. Graphs show proportion **(e)** and absolute number **(f)** of cells expressing the mature myeloid marker CD11b. Bars represent mean and SD of technical replicates.

**(g)** Experimental outline for SKG mice injected with curdlan to induce SpA then injected with PBS or GM-CSF (2 ug) IP q48h on 4 occasions, starting 7 days after injection of curdlan. Representative staining of BM cells showing frequencies of LSK (Lin<sup>-</sup>cKit<sup>+</sup>Sca-1<sup>+</sup>) progenitors, GMPs, and MEPs (top). Graphs showing frequencies of HSPC populations (middle) and mature cells (bottom). Dots represent individual mice; horizontal bars represent mean.

Data are representative of two **(c)** or three **(e, f)** independent experiments. Groups were compared using Mann-Whitney U tests.

Source data are provided as a Source Data file

Supplementary Figure 3

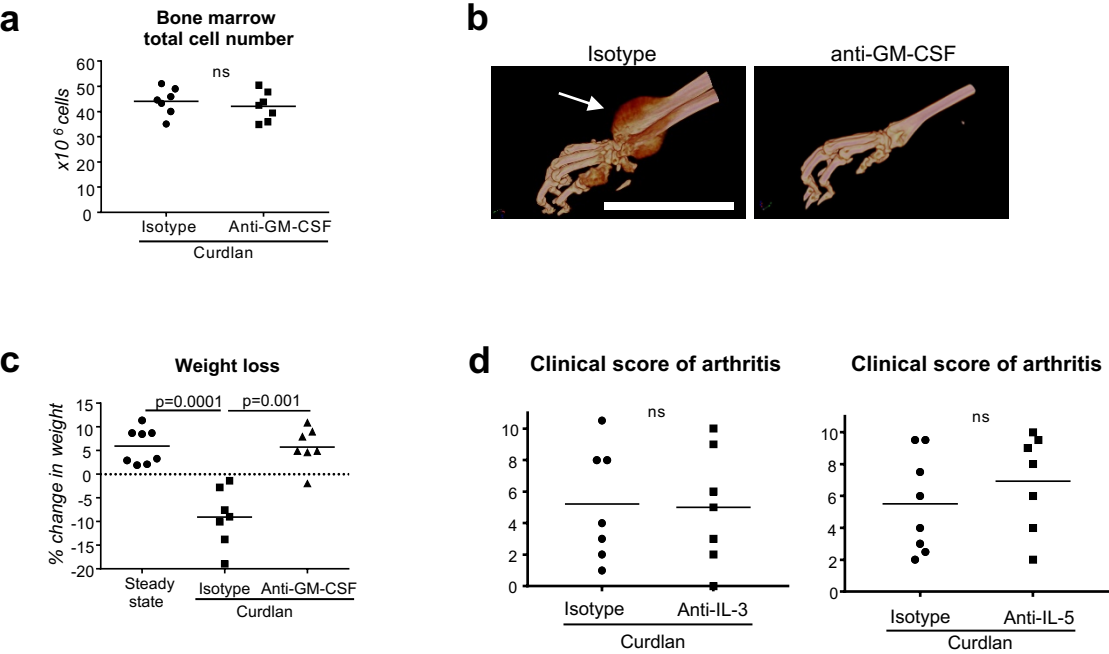

**Supplementary Figure 3: Blockade of GM-CSF prevents bone remodelling in SpA**

(a-b) SKG mice were injected with curdlan to induce SpA then injected with anti-GM-CSF antibody or its isotype IP twice weekly for 6-7 weeks.

(a) Total cell count of BM extracted from one tibia and one femur of each mouse. Dots represent individual mice; horizontal bars represent mean.

(b) Representative three-dimensional reconstructions of microcomputed tomographic ( $\mu$ CT) images of right front limbs. Arrow shows new bone formation characteristic of SpA. Scale bar = 1 cm.

(c) Change in weight. Dots represent individual mice; bars represent mean.

(d) SKG mice were injected with curdlan to induce SpA then injected with anti-IL-3 antibody, anti-IL-5 antibody, or their respective isotypes for 4 weeks. Graphs show clinical arthritis score after 4 weeks for mice injected with anti-IL-3 or isotype (left), and anti-IL-5 or isotype (right). Dots represent individual mice, horizontal bars indicate mean.

Groups were compared using Mann-Whitney U tests.

Source data are provided as a Source Data file

Supplementary Figure 4

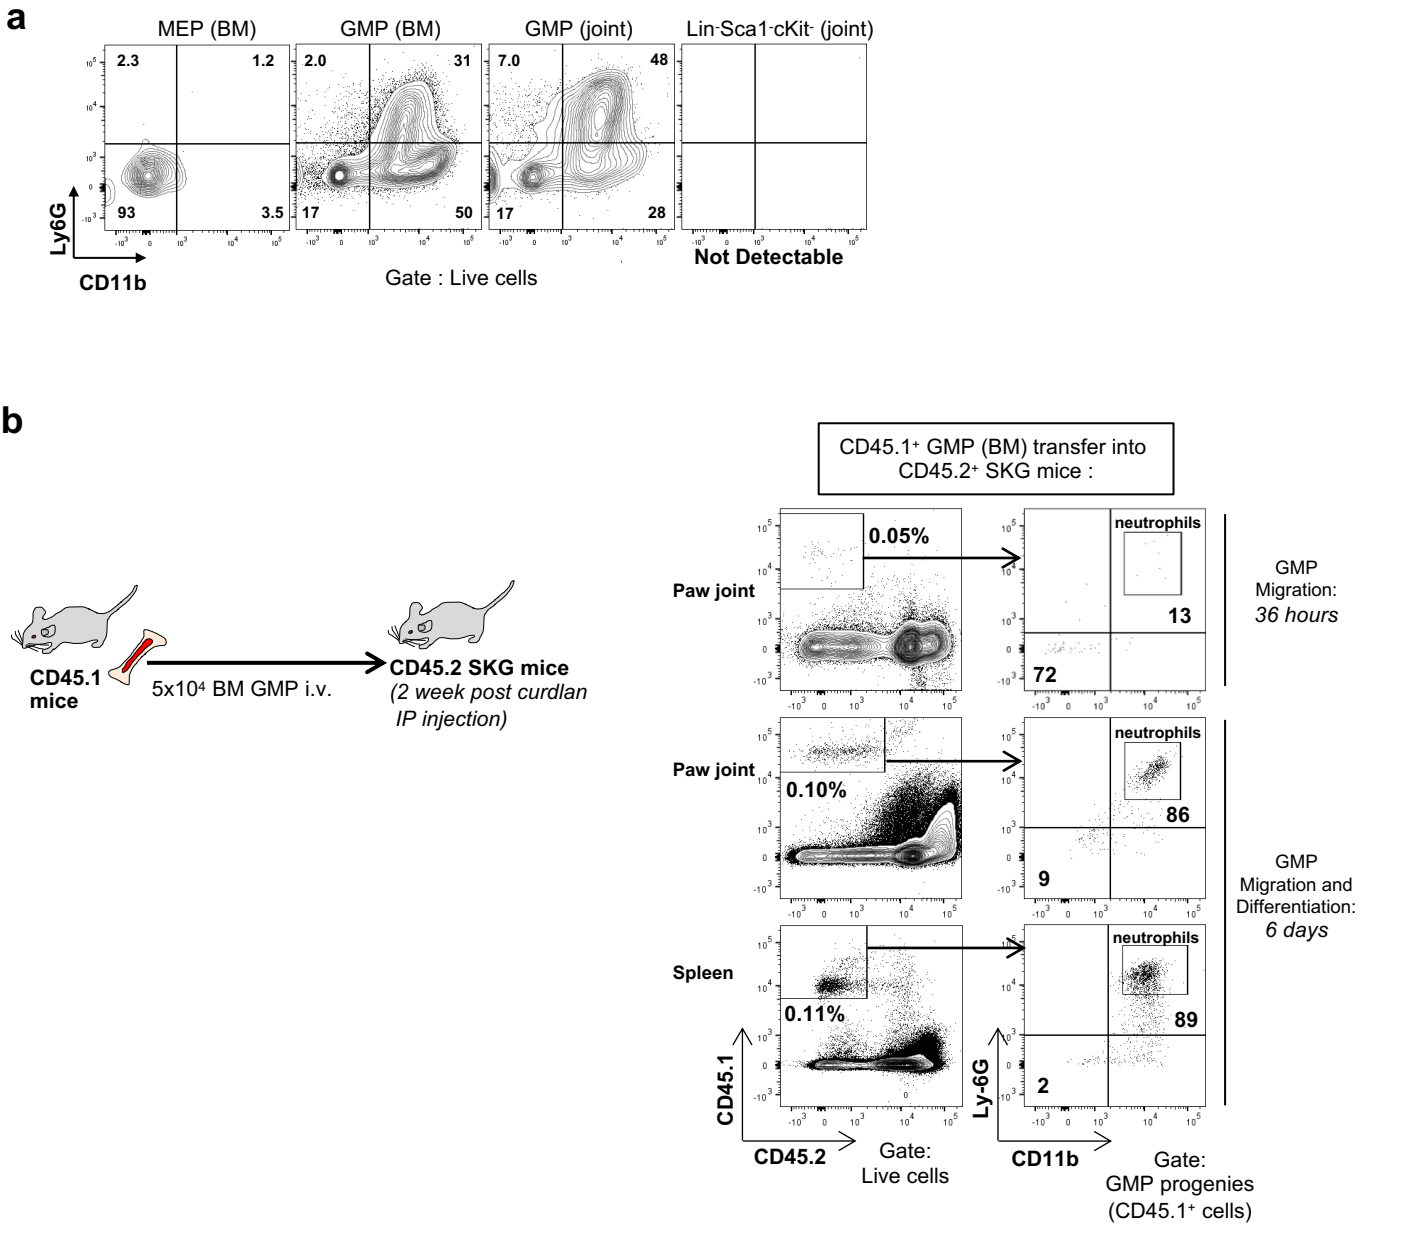

**Supplementary Figure 4: GMP migrate to the joints during SpA, where they produce mature neutrophils**

(a) MEPs, GMPs, and Lineage-Sca-1-cKit<sup>-</sup> cells were sorted by FACS from BM or paw joints of spondyloarthritis SKG mice. These cells were placed in liquid culture for 4 days in a medium favouring myeloid cell differentiation and then FACS stained. Images are dot plots showing frequencies of mature neutrophils (CD11b<sup>+</sup>Ly6G<sup>+</sup>) derived from indicated cell types. Joint Lin-Sca-1-cKit<sup>-</sup> progeny were not detectable. (b) GMPs were sorted by FACS from the BM of CD45.1<sup>+</sup> BALB/c mice and 5x10<sup>4</sup> cells were injected IV into CD45.2<sup>+</sup> SKG mice 2 weeks after they had been injected with curdlan to induce joint inflammation. Mice were culled 36 hours or 6 days after injection of GMPs for analysis of spleen and paws. Representative staining of cells derived from the spleen or paws are depicted, showing frequencies of mature neutrophils (CD11b<sup>+</sup>Ly6G<sup>+</sup>) derived from injected CD45.1<sup>+</sup> GMPs, as well as frequencies of immature cells derived from GMPs (CD11b<sup>+</sup>Ly6G<sup>-</sup>). Data are representative of two independent experiments.

Supplementary Figure 5

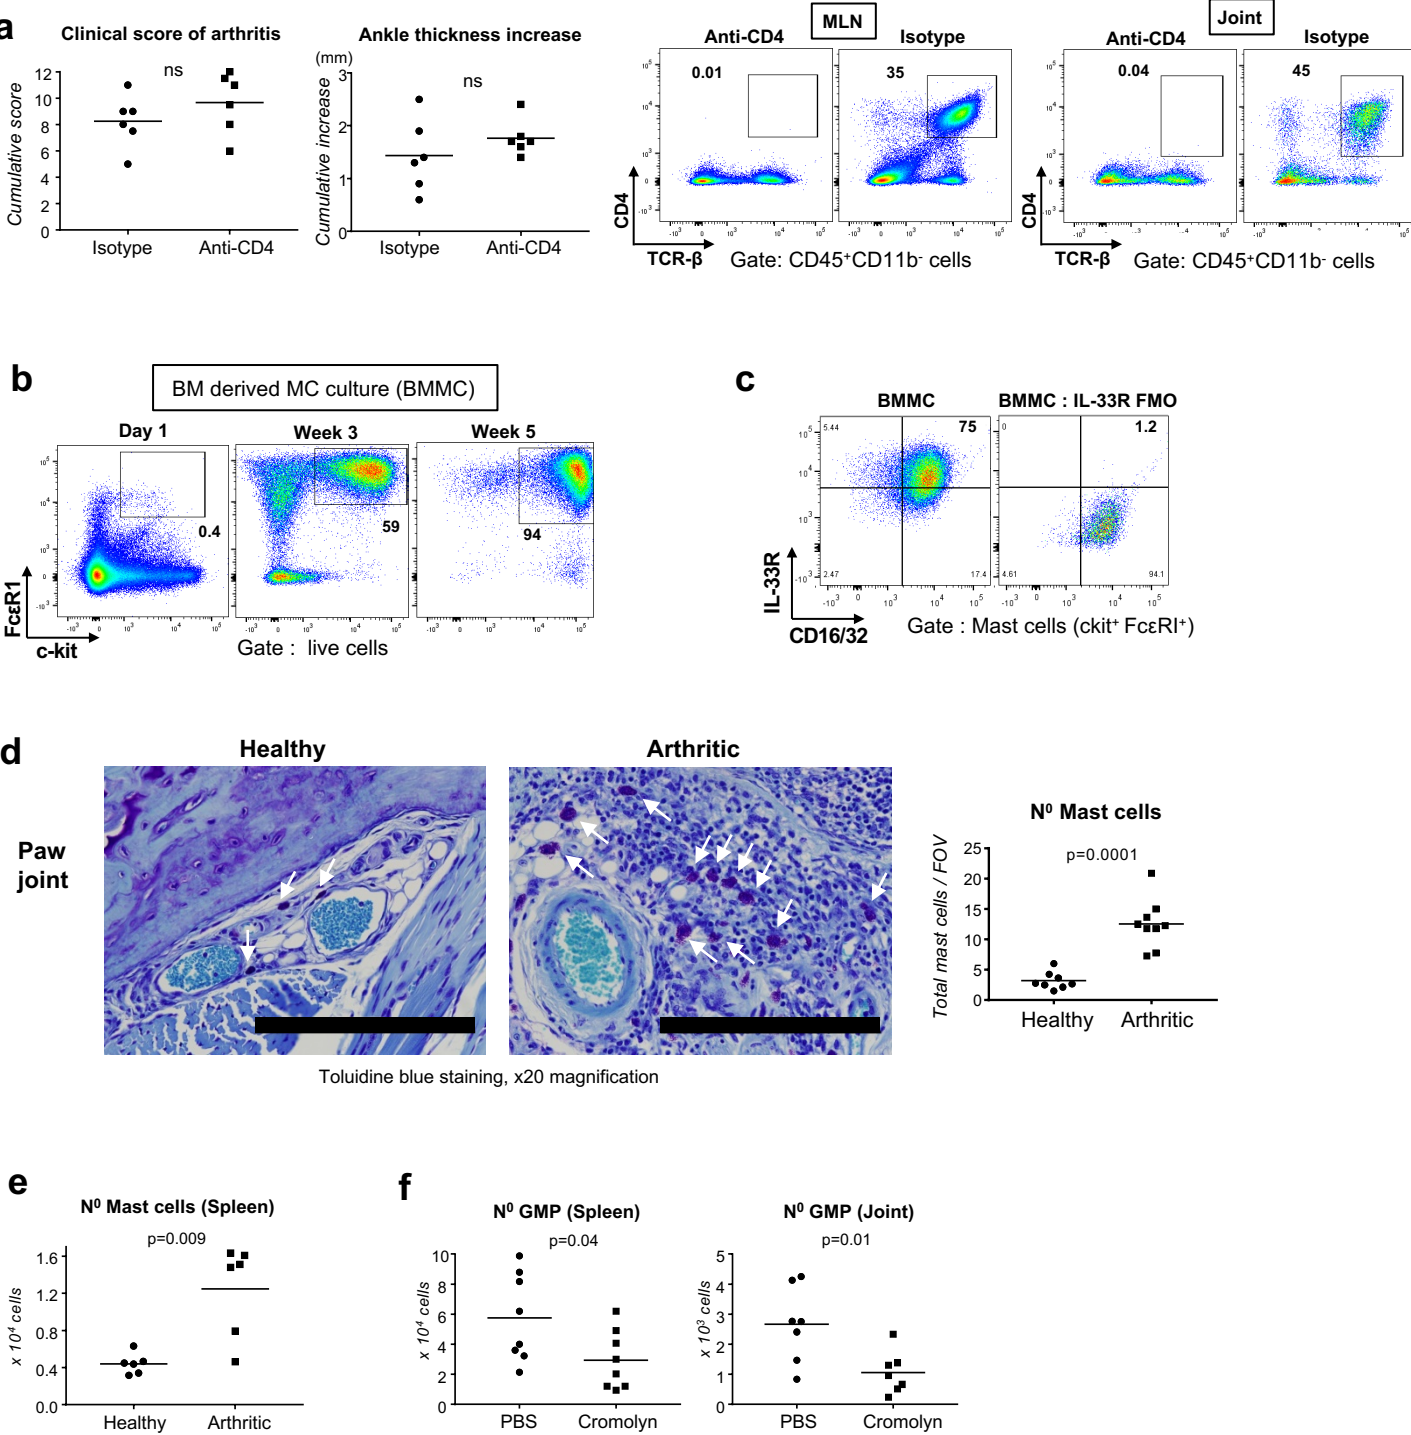

**Supplementary Figure 5: Mast cell stabilization is accompanied by decreased GMP numbers in spleen and paws**

(a) Mice were injected with curdlan to induce SpA and injected with anti-CD4 depleting antibodies or isotype for 4 weeks, starting 2 days prior to curdlan injection. Clinical arthritis score (far left) and change in ankle thickness (left) after 4 weeks. Points represent individual mice; bars indicate mean. Frequencies of CD4<sup>+</sup>TCRβ<sup>+</sup> T cells in mesenteric lymph node (MLN, right) and joints (far right) of mice treated with anti-CD4 antibodies or isotype for 4 weeks, showing the efficacy of the CD4 T cell depletion.

(b) Whole BM cell suspension was cultured with IL-3 for 5 weeks. Cells were stained at indicated time points to determine the frequency of mature MC (cKit<sup>+</sup>FcεR1<sup>+</sup>). (c) BM derived MC (BMMC) cells were cultured for 5 weeks with IL-3 and stained for CD16/32, and IL-33R compared to IL-33R FMO control.

**Supplementary Figure 5 continued**

(d) Representative photomicrographs of sections of paws stained with toluidine blue from healthy mice (left) and mice 4 weeks after injection of curdlan (right). White arrows indicate mast cells, x20 magnification, scale bar = 200  $\mu$ m. Graph shows number of mast cells counted in field of view (FOV); 8 fields of view were counted per mouse and the mean was calculated. Graph shows number of mast cells per FOV in healthy mice and mice with SpA. Points represent individual mice; bars indicate mean. Results are pooled from 2 separate experiments.

(e) Mast cell numbers in the spleen of healthy and spondyloarthritic mice at week 5 quantified by FACS. Points represent individual mice, bars indicate mean.

(f) SKG mice were triggered for SpA development and then injected daily with PBS or cromolyn for 4 weeks. Graphs show absolute numbers of GMPs identified in spleen and paw joints. Dots represent individual mice; horizontal bars indicate mean.

Unless otherwise stated, groups were compared using Mann-Whitney U tests.

Data are representative of two independent experiments (a-c and e-f).

Source data are provided as a Source Data file

Supplementary Figure 6

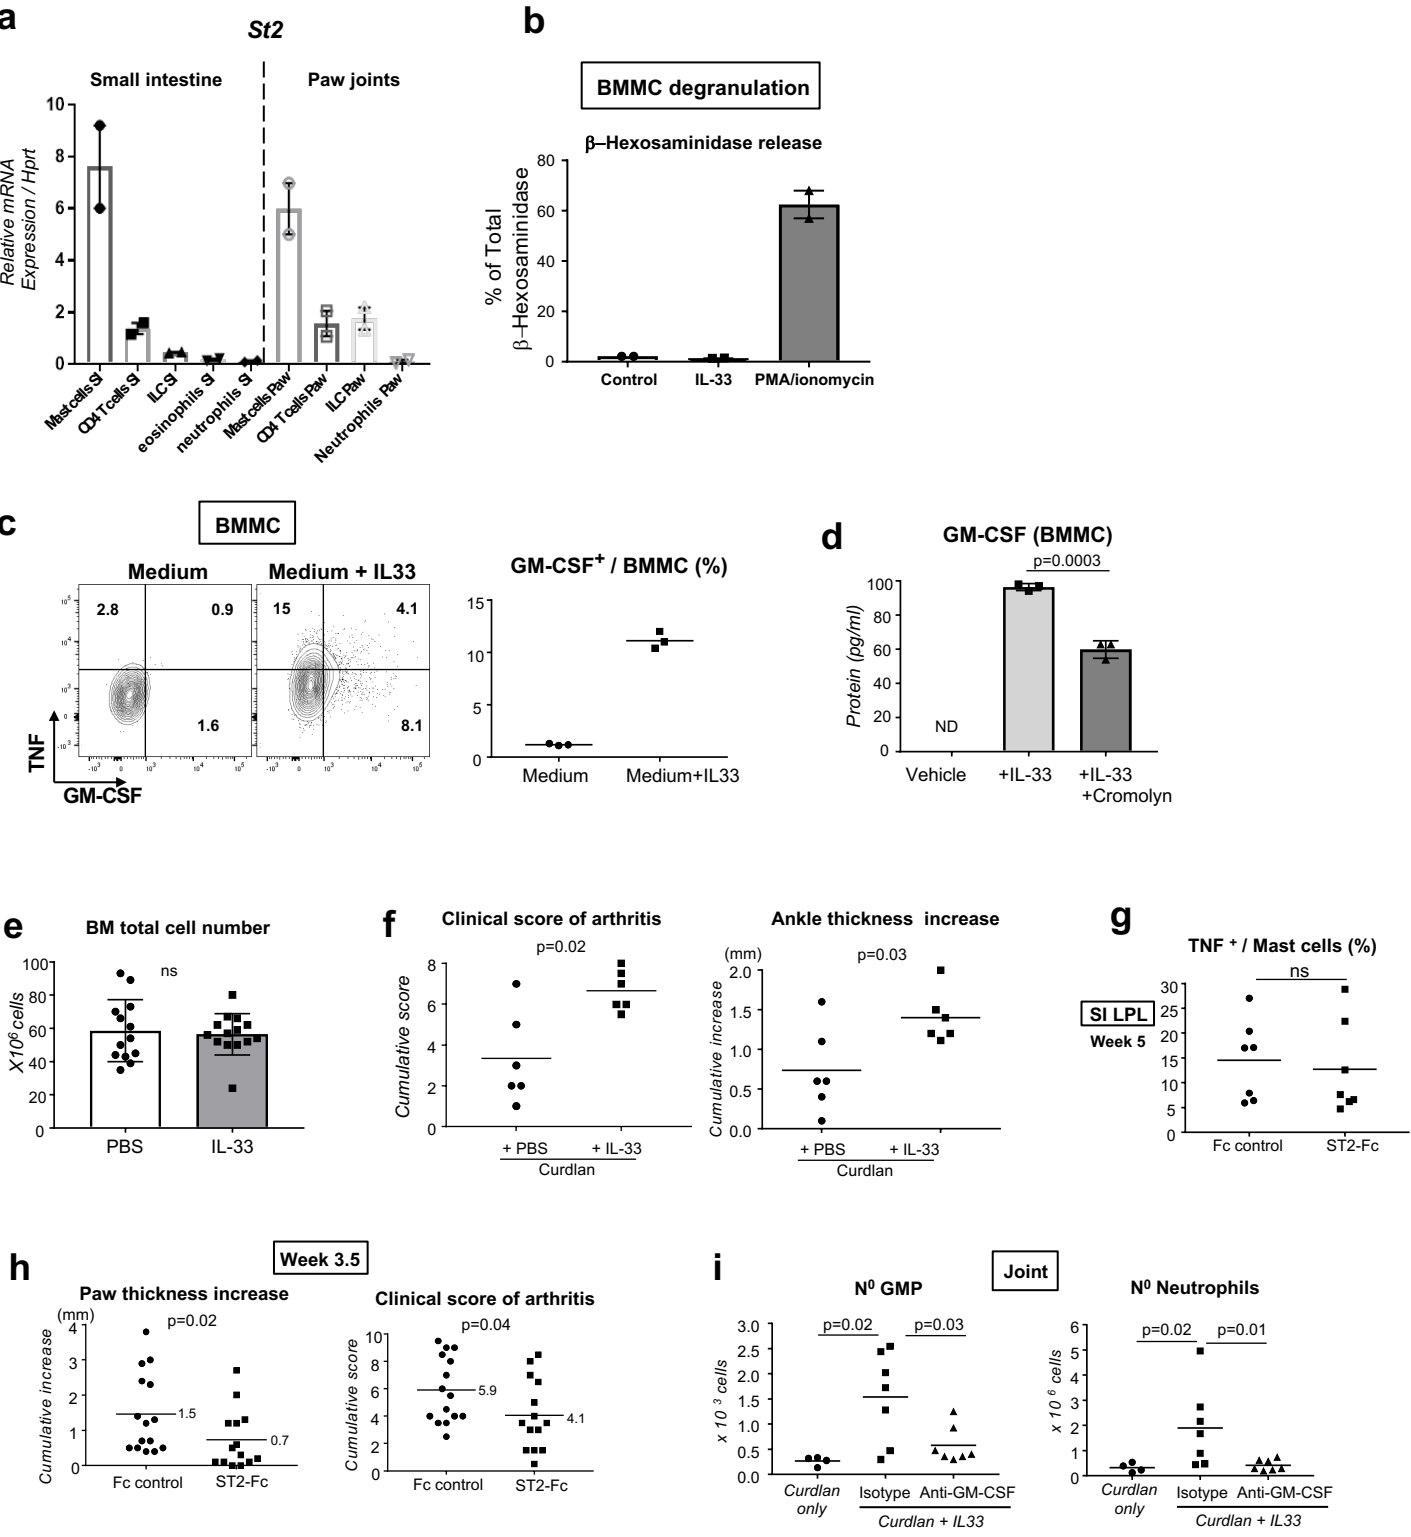

Supplementary Figure 6: Culture-derived mast cells produce GM-CSF in response to IL-33

(a) SKG mice were triggered for SpA development and culled after 5 weeks. MCs, innate lymphoid cells (ILC), CD4<sup>+</sup> T cells, eosinophils and neutrophils were sorted from paw and intestine by FACS for qPCR. Graphs show expression of *St2* (encoding IL-33R) relative to reference gene *Hprt*. Bars represent mean with SEM of two independent experiments.

### Supplementary Figure 6 continued

**(b-d)** BM was cultured in complete medium with IL-3 for 5 weeks to derive BM mast cells (BMMCs). **(b)** BMMCs were stimulated for 30 mins with buffer, IL-33 (50 ng/ml), or PMA/ionomycin before spectrophotometric quantification of  $\beta$ -hexosaminidase activity in supernatant and cell lysates. Release of  $\beta$ -hexosaminidase from stimulated cells is expressed as a percentage of the total activity. Bars represent mean with SEM; data are pooled from two independent experiments.

**(c-d)** BMMCs were incubated with medium or IL-33 (50 ng/ml) for 18 hours. Where indicated, cromolyn sodium (5 mM) was added 1 hour before IL-33. **(c)** Representative images and frequencies of GM-CSF<sup>+</sup> cells among FcER1<sup>+</sup>cKit<sup>int</sup> activated MC. Points represent technical triplicates, bars represent mean, representative of 2 independent experiments. **(d)** Concentration of GM-CSF in supernatant of cultured cells measured by ELISA. Bars represent mean and SD of technical triplicates. ND= not detected. Groups were compared using unpaired t test.

**(e-f)** Male SKG mice were triggered for SpA development then injected with PBS or IL-33 twice weekly for 5 weeks, at a dose of 1  $\mu$ g **(e)** or 0.5  $\mu$ g **(f)** per injection. **(e)** Absolute number of BM cells derived from one femur and one tibia of each mouse (bars represent mean, n=7 mice per group). Data are pooled from two independent experiments. Points represent individual mice, bars mean with SD. **(f)** Clinical arthritis score (left) and change in ankle thickness (right) after 5 weeks. Points represent individual mice, bars indicate mean.

**(g-h)** Female SKG mice were injected with ST2-Fc or control Fc fragment for 5 weeks after injection of curdlan. **(g)** Frequency of TNF<sup>+</sup> cells among MC in small intestinal LPL after 5 weeks. **(h)** Change in paw thickness (left) and clinical arthritis score (right) after 3.5 weeks. Data are pooled from two independent experiments. Points represent individual mice, bars indicate mean.

**(i)** Male SKG mice were injected with curdlan, and some were injected with IL-33 twice weekly for 4 weeks, with either anti-GM-CSF antibody or isotype twice weekly. Graphs show absolute numbers of GMPs (left) and mature neutrophils (right) from paws. Points represent individual mice, bars indicate mean.

Groups compared with Mann-Whitney U test, unless stated otherwise.

Source data are provided as a Source Data file

# Supplementary material for: GM-CSF drives dysregulated hematopoietic stem cell activity and pathogenic extramedullary myelopoiesis in experimental spondyloarthritis
**Source:** Nat Commun. 2020 Jan 9;11:155. doi: 10.1038/s41467-019-13853-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

See Methods section for computational analysis of RNA sequencing data. Also used were BD FACSDiva, FlowJo v10, Skyscan CT Analyzer software version 1.13.2.1, and GraphPad Prism v7.

Data analysis

See Methods section for computational analysis of RNA sequencing data. Also used were BD FACSDiva, FlowJo v10, Skyscan CT Analyzer software version 1.13.2.1, and GraphPad Prism v7.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

No public datasets were utilized. The figures report raw or normalised data. RNA sequencing data have been deposited in GEO (GSE126218).

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Adequate sample sizes were used to power non-parametric statistical tests and based on pilot experiments conducted in the same laboratory.                                             |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                   |
| Replication     | Results shown in the Figures are representative of at least 2 independent experiments or are pooled from at least 2 independent experiments, as stated in the relevant figure legends. |
| Randomization   | Mice were randomly assigned to treatment groups.                                                                                                                                       |
| Blinding        | Experiments were not blinded but all subjective measures were complemented by objective measures of disease activity or severity.                                                      |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The following monoclonal antibodies were used for flow cytometry analysis, with the name of the clone indicated in brackets: anti-CD45 (clone 30-F11), anti-CD11b (M1/70), anti-Ter119 (Ter119), anti-Gr-1 (RB6-8C5), anti-CD3 (17A2), anti-CD4 (clone RM4-5 or clone GK1.5), anti-TCR- $\beta$ (H57-597), anti-NKp46 (29A1.4), anti-CD11c (N418), anti-B220 (RA3-6B2), anti-FcER1 (MAR-1), anti-Ly-6G (1A8), anti-Ly6C (HK1.4), anti-F4/80 (BM8), anti-F4/80 (BM8), anti-CD16/32 (i.e. Fc $\gamma$ RII/III; clone 2.4G2), anti-CD90.2 (30-H12), anti-CD117 (2B8), anti-CD34-FITC (RAM34), anti-Ly-6A/E (i.e. Sca-1; clone D7), anti-CD150 (TC15-12F12.2), anti-CD48 (HM48-1), anti-GM-CSF (MP1-22E9) and isotype control: Rat IgG2a (RTK2758), anti-TNF- $\alpha$ (MP6-XT22), anti-pro-IL-1 $\beta$ (NJTEN3), anti-IL-33R $\alpha$ (i.e. ST2; clone DIH9), anti-Ki67 (16A8), anti-IL-7R (A7R34), anti-CD64 (i.e. Fc $\gamma$ RI; clone X54-5/7.1). Antibodies were purchased from BioLegend, BD Biosciences or eBioscience. Viable cells were identified as unstained with Zombie Aqua or Zombie Green (BioLegend). |
| Validation      | Validation was completed by the manufacturers in all cases.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | SKG mice (BALB/c-zap70W163C) were bred and maintained under specific pathogen free (SPF) conditions. Males and females were used when aged 8-12 weeks.                              |
| Wild animals            | N/A                                                                                                                                                                                 |
| Field-collected samples | N/A                                                                                                                                                                                 |
| Ethics oversight        | Work involving laboratory animals was approved by the institutional Animal Welfare Ethical Review Board of the University of Oxford, under Animal (Scientific Procedures) Act 1986. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

See also Methods section: Single cell suspensions of desired tissues were obtained as described above. 1 to 2 x 10<sup>6</sup> cells were stained with zombie aqua or zombie green fixable viability dye for 15 minutes in the dark at room temperature. Cells were centrifuged and incubated with unlabelled anti-CD16/32 to block non-specific staining (unless anti-CD16/32 was in the staining panel), and were then stained with surface antibodies in PBS with 0.1% BSA for 30 minutes in the dark at 4°C. Cells were centrifuged and fixed for 15 minutes using fixation solution at 4°C. Cells were centrifuged and resuspended in PBS with 0.1% BSA and 2 mM EDTA. For intracellular staining, cells were first incubated in RPMI 1640 with 10% FCS and 5 µg/ml brefeldin A with or without PMA (5 ng/ml) and ionomycin (500 ng/ml) for 3 hours at 37 °C and 5% CO<sub>2</sub>. Cells were stained with a viability dye and for surface antigens as above for 30 minutes. After fixation, cells were then permeabilized by addition of cytofix/cytoperm solution for 15 minutes followed by addition of intracellular antibodies diluted in cytofix/cytoperm solution for 45 minutes at 4°C in the dark. Cells were centrifuged and resuspended in PBS with 0.1% BSA and 2 mM EDTA before acquisition.

Instrument

BD LSR Fortessa or BD LSRII for sample acquisition, BD FACSAria III for sorting.

Software

BD FACSDiva for acquisition and sorting, FlowJo v10 for analysis.

Cell population abundance

Absolute numbers of cells are outlined in relevant Figures.

Gating strategy

In all cases, events were initially gated by FSC and SCC, then by FSC-A and FSC-H (to exclude doublets), then by exclusion of dead events using fixable viability dyes. Subsequent gating depended on the population of interest and is outlined in the Figures.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

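RNA was measured in 24 libraries of sorted BM cells from SKG mice: LT-HSCs, ST-HSCs, MPPs, and GMPs, from healthy and arthritic mice, in 3 experiments, with a pool of 8 mice per library. Samples were grouped by population and by treatment as their labels state. The labels call the healthy mice steady state, while the paper describes them as injected with PBS, and they give 5 to 6 weeks of disease where the paper gives 5.

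The authors aligned 75 bp read pairs from a HiSeq 4000 to mm10 with Hisat2 (version 2.0.4) and Ensembl 83 annotation, and deposited raw counts per gene from featureCounts (Subread version 1.5.0, default parameters). The authors also deposited FPKM from cuffquant and cuffnorm (Cufflinks version 2.2.1), normalized between libraries by the upper quartile. The count table holds 46946 genes and the FPKM table 46939, all of them in the count table. Gene names, coordinates, and exons came from GENCODE M21 for the same genome build, which holds 98.95% of the gene IDs.

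Counts were analysed in R (version 4.3.3) with edgeR (version 4.0.16), DESeq2 (version 1.42.0), and limma (version 3.58.1), and figures were drawn in Python (version 3.11.15) with matplotlib (version 3.10.9). Each comparison was fitted on its own libraries with TMM factors, filterByExpr, and edgeR's quasi-likelihood test, followed by Benjamini–Hochberg (BH) adjustment. The thresholds were the paper's own, an adjusted p-value under 0.1, or under 0.05 with a fold change of at least 2. Principal components were computed without scaling from DESeq2's variance-stabilized values. Gene lists were tested with limma's fry. Single values of 3 libraries against 3 were compared by exact permutation tests.

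The sample labels number the libraries of each group from 1 to 3, and the paper's legend speaks of 3 separate experiments. That each number stands for one experiment is an inference from these, so fits with the experiment as a replicate block were made for each comparison. The other alternatives were DESeq2's median-of-ratios and upper-quartile factors, other filters on low counts, all 24 libraries in one fit, DESeq2's Wald test with a local dispersion fit, robust edgeR, limma-trend on log2 FPKM, and leaving out each library in turn.

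In the FPKM table, 10 columns in 5 groups followed a count column with another replicate number of their group, with a correlation of at least 0.859 between each count column and its best FPKM column. FPKM were therefore used by group only and never with the block. TPM were computed by dividing each FPKM by the sum of its library.

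The genes named are those the paper's results name from these data, the genes of Fig. 2b, c, *Csf2rb2*, *Il1rl1*, the genes of the sorting markers, and in each population up to 3 genes with the largest rise and 3 with the largest fall. The last had to have an adjusted p under 0.05, no overlap between arthritic and healthy libraries, and a mean of at least 1 CPM. The immunoglobulin and plasma cell genes, *Meg3*, *Rian*, *Clca3a1*, *Gata1*, *Ldhd*, *Nrg1*, *Tfrc*, and *Gm5960* were named after their values were seen.

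Libraries held 4.09 M to 14.3 M counts. Pairs of libraries of the same group differed more than counting noise alone gives, with a chi-square per degree of freedom of 6.97 to 229 over 24 pairs, so the spread between libraries limits precision more than depth does, except for genes with few counts. The tests were tested on simulated data drawn from the means, library sizes, and edgeR dispersions (without the block) of these libraries, with 200 genes changed. For log2 changes of 1, 2, and 3, edgeR called 0%, 50.5%, and 92.0% of them in MPPs, and 3.5%, 72.5%, and 94.0% in LT-HSCs. At a log2 change of 1 it made no calls in MPPs. Of its calls at 2 and 3 in MPPs, 8.18% and 8.91% were genes left unchanged. In LT-HSCs 12.5%, 9.94%, and 13.0% of its calls at 1, 2, and 3 were. No effect of the experiment was simulated, while real same-numbered MPP libraries correlated at 0.552. The rates may therefore differ in the real data.

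Counts of reads that map to several places or overlap several genes are absent from the deposited counts and were not used here. The flow cytometry and other experiments of the paper were not analysed here.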

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

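The 3 tests of ST-HSC, B cell, and plasma cell RNA behind *Ighm*, and the test of single-gene noise in the shares of GMP RNA, were chosen only after the results were seen.

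*Ighm*, which the paper does not discuss, stood out as a signal outside the genes it reports and as a difference between populations. In LT-HSCs its log2 fold change was 6.79 (edgeR adjusted p = 0.00154), from 6.18 to 7.07 when each library was left out. In MPPs it fell from 782 to 597 CPM, and its change in MPPs minus that in LT-HSCs was −7.14 (edgeR adjusted p = 0.000327). It was the 1 gene past an adjusted p of 0.1 for this interaction, where 417 genes had an unadjusted p under 0.05. Among 32 ways of swapping healthy and arthritic libraries within experiments, 9 gave at least as many genes. Of these, 8 were all the ways that kept or fully exchanged the LT-HSC libraries, whatever was done with MPPs, against 1 of the other 24. *Ighm* had an adjusted p in edgeR of 0.000277 to 0.000912 in these 8 and of 0.942 to 1.00 in the other 24. A gene nearly flat in MPPs returns in all 8, so no outcome of the swaps could exclude a chance division of the libraries, and by the swaps alone the interaction cannot be told apart from one. Its adjusted p was at most 0.0140 over 12 alternatives (limma-trend on FPKM) and at most 0.00643 when each library was left out in edgeR.

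Healthy ST-HSCs hold 947 CPM of *Ighm*, so a few ST-HSCs among the sorted arthritic LT-HSCs could raise it. The arthritic LT-HSC level would need a share of 50.4% of the healthy ST-HSC level, while 151 other genes far higher in ST-HSCs gave a median share of −1.41%, and 8 of them reached that of *Ighm*. This goes against ST-HSCs as the source. RNA of B cells or plasma cells may also contribute. Of 11 B cell and plasma cell genes with enough counts, 4 (*Igkc*, *Iglc2*, *Jchain*, *Mzb1*) lay higher in every arthritic than in every healthy LT-HSC library, where chance gives 5% in this direction. Of 15 further plasma cell genes, 7 did and 0 lay lower in every one. *Igkc* rose from 38.1 to 292 CPM and *Jchain* from 1.10 to 13.7 CPM, with edgeR adjusted p-values of 0.449 and 0.217. The rise cannot be told apart from RNA of plasma cells carried into the sorted cells. Among LT-HSC libraries, *Ighg1* was high in the healthy one of experiment 1 (68.3 CPM).

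In LT-HSCs, 6 of the 17 genes with an adjusted p under 0.1 in edgeR are not named by the paper for these cells: *Ighm*, *Meg3* (log2 fold change 2.68), *Rian* (3.26), *Clca3a1* (2.81), *Gata1* (1.77), and *Ldhd* (1.68). *Meg3* and *Rian* lie in the same region of chromosome 12. *Meg3*, *Rian*, and *Clca3a1* share exon bases with other genes, so their levels are uncertain. In MPPs 3 of the 14 genes are not named: *Nrg1* (3.29), *Tfrc* (1.95), and *Gm5960* (5.21). Of the 4 splits of the 6 LT-HSC libraries that part the libraries of each experiment, 1, the real one, gave as many genes (17), and the others 0 genes, with up to 1235 at an unadjusted p under 0.05. For MPPs 1 of 4 splits gave as many genes (14), with 0 in the others and up to 312 at an unadjusted p under 0.05. With 4 splits no outcome could exclude a chance division of the libraries, so by the splits alone neither count can be told apart from one. Among the 6 splits of the LT-HSC libraries that part 1 pair, 1 gave 421 genes, more than the real 17. Same-numbered LT-HSC libraries correlated at 0.0372, so a difference between experiments is no ground for setting this split aside. No other technical or biological explanation was tested for the genes other than *Ighm*.

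The HSC genes drawn up in advance were lower in arthritic MPPs (mean log2 fold change −0.70, 19 of 23 lower, adjusted p = 0.0138 from limma's fry, 0.0138 to 0.0833 when each of the 24 libraries was left out) and in arthritic ST-HSCs (−0.41, 20 of 26 lower, limma's fry adjusted p = 0.0198, 0.0198 to 0.124 in these fits). With the experiment as a replicate block the adjusted p-values from limma's fry were 0.0967 and 0.0968, the highest over the alternatives that kept all libraries. Swapping healthy and arthritic libraries of whole experiments in all populations gave as many sets past 0.05 in 1 of 4 ways, the real one, with 0 sets in the others (up to 1 at an unadjusted p under 0.05). With 4 ways no outcome could exclude a chance division of the libraries, so by the swaps alone the pattern cannot be told apart from it, and other explanations were not tested for it.

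For the GMP genes in MPPs, GMP-like cells among the sorted arthritic MPPs may be a source. The share of GMP RNA that 60 GMP-specific genes imply had an SD of 11.5 percentage points over genes, against 5.37 expected from the noise of single genes between libraries (7.43 against 3.27 without the 4 genes of the highest share), with medians of 2.25%, 15.1%, and 8.81% in the 3 arthritic libraries. The spread goes against one common share of GMP RNA as the whole source, but not against such cells as a part of it. Mature neutrophil genes as a source were not separable: their smallest adjusted p from limma's fry over LT-HSCs, ST-HSCs, and MPPs was 0.172.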

How the results depend on the processing

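The comparison of rho with the other experiments was chosen after seeing the data. All the other alternatives were set before the data were examined. Over 61 results and 942 alternatives, 601 kept their direction and their side of the threshold (or moved by less than the spread between replicates), 135 lost a threshold, 67 gained one, 137 counts or other values moved, and 2 reversed. Of 446 settings of 25 log2 fold changes (each of a named gene in one population), 291 kept both, 102 lost the threshold, 52 gained it, and 1 reversed. In 88 settings of 8 gene set changes (each of a list in one population) 61, 12, 15, and 0 did. The causes were not tested except where a value is given.

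Leaving out libraries: *Csf2ra* in MPPs turned from −0.30 to 0.00292 without arthritic MPP replicate 2 (range over the leave-outs −0.90 to 0.00292), and *Csf2ra* in GMPs from 0.78 to −0.43 without arthritic GMP replicate 1 (range −0.43 to 1.14). The genes with an adjusted p under 0.1 ranged from 1 to 785 in LT-HSCs, 0 to 58 in MPPs (at an unadjusted p under 0.05, 282 to 1667), 608 to 2101 between healthy GMPs and MPPs, and 1 to 11 for the interaction of MPPs with LT-HSCs. With an adjusted p under 0.05 and a fold change of at least 2 they ranged from 0 to 527 in LT-HSCs and from 0 to 3 in MPPs. ST-HSCs and GMPs had 0 genes in all 6 fits each at either threshold (154 to 471 and 60 to 518 at an unadjusted p under 0.05). The PC1 share ranged from 58.3% to 60.3%, the PC1 shift from 29.2% to 44.1%, and the gene sets past 0.05 from 1 to 5. *Csf2rb* in MPPs ranged from 1.58 to 1.75 and in LT-HSCs from 1.21 to 1.42, without an adjusted p under 0.1 in most of these fits.

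With DESeq2's local fit, genes with an adjusted p under 0.1 numbered 684 in LT-HSCs (17 in edgeR), 45 in ST-HSCs (0), 288 in MPPs (14), 24 in GMPs (0), 3087 between healthy GMPs and MPPs (1909), and 30 for the interaction (1). At the stricter criteria there were 269, 39, 222, and 12 in the 4 populations, against 14, 0, 0, and 0. In simulated data DESeq2 called more changed genes. Of its calls, 75.0%, 49.6%, and 43.8% in MPPs and 56.0%, 43.1%, and 46.7% in LT-HSCs were unchanged genes. The simulation used edgeR's dispersions and no effect of the experiment, so it cannot give the share of false calls in the real data. With the replicate block and DESeq2, the counts were 869 (300 higher and 569 lower), 250, 1100, and 74 in the 4 populations (345, 135, 406, and 41 at the stricter criteria), 5571 between healthy GMPs and MPPs, and 79 for the interaction.

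With the replicate block in edgeR, the counts were 19 in ST-HSCs, 261 in MPPs, 4872 between healthy GMPs and MPPs, and 2 for the interaction, and 11 in ST-HSCs and 148 in MPPs at the stricter criteria. The PC1 share was 59.3%. With the block 1 gene set test passed 0.05, the neutrophil granule and GMP genes in LT-HSCs, against 2 of the HSC genes in MPPs and ST-HSCs without it. For the LT-HSC test, the adjusted p from limma's fry was 0.0109 with the block and 0.0833 without. It reached 0.250 over the alternatives that kept all libraries. Limma's camera test, which takes genes almost as independent replicates, gave 0.00377. In LT-HSCs the block gave 18 genes, 13 of them among the 17, and 8 against 14 at the stricter criteria. Same-numbered LT-HSC libraries correlated at 0.0372, and *Csf2rb* had a log2 fold change of 1.35 (edgeR adjusted p = 0.156, within 1.37e-07 to 0.378 over its alternatives).

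Without the low-count filter, the counts were 329 (128 higher, 201 lower), 11, and 33 in LT-HSCs, ST-HSCs, and MPPs and 12 for the interaction, and 178, 6, and 12 at the stricter criteria, with 4 gene sets. With at least 10 counts in every library MPPs had 0 genes (517 at an unadjusted p under 0.05), healthy GMPs and MPPs 1083, and *Csf2rb* in MPPs 1.74. All 24 libraries in one fit gave 3, 56, and 4 genes in ST-HSCs, MPPs, and GMPs, 8, 2, 45, and 4 at the stricter criteria in the 4 populations, and 8 gene sets. Robust edgeR gave 30 genes in LT-HSCs and 0 in MPPs (658 at an unadjusted p under 0.05), and *Csf2rb* 1.75 in MPPs with an adjusted p of 0.104 in edgeR, within 6.00e-34 to 0.492.

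DESeq2's median-of-ratios factors gave 0 genes in MPPs (685 at an unadjusted p under 0.05), 4 gene sets, and *Csf2rb* 1.71 in MPPs. Upper-quartile factors gave 0 genes in MPPs (655 at an unadjusted p under 0.05) and *Csf2rb* 1.69. The median interaction was −0.07 with upper-quartile factors and 0.03 with TMM.

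On log2(FPKM + 1), log2(FPKM + 0.1), and log2(FPKM + 1) with a filter, LT-HSCs had 3, 5, and 24 genes (3, 5, and 18 of them higher) and 1, 5, and 8 at the stricter criteria, MPPs 0 in all 3 (868, 831, and 532 at an unadjusted p under 0.05), ST-HSCs 0, 0, and 1 (409, 430, and 171 at an unadjusted p under 0.05), and the interaction 4, 3, and 1 (3, 2, and 0 of them higher in MPPs, against 0 of 1). *Csf2rb* was 1.83, 1.90, and 1.83 in MPPs and 1.23, 1.36, and 1.23 in LT-HSCs. Between healthy GMPs and MPPs 65.3%, 65.0%, and 69.3% of the genes past the threshold were higher in GMPs (920 against 489, 954 against 513, and 1161 against 514), against 41.3% with counts. The median log2 fold change was 0.09, 0.19, and 0.28, against −0.02. In LT-HSCs 75.0% were higher with the filter, against 88.2%. The median interaction was 0.10 and 0.12 in the last 2.

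For rho, 0.747 fell to 0.606 over all genes tested, 0.606 with healthy LT-HSCs on the x axis, and a mean of 0.629 (0.524 to 0.717) against the other experiments. For the PC1 share, 54.8% was 37.4% with all genes kept by filterByExpr, 64.5% with the 500 most variable genes, 53.2% with log2 FPKM, and 57.7% fitted on healthy libraries. The PC1 shift lay between 32.0% and 36.1% over its alternatives. The camera test, which takes genes almost as independent replicates, called 23 of 28 gene set tests in place of 2.

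Depth limits the genes with few counts: *Csf2ra* had 33 counts in 1 arthritic MPP library, and *Clec5a* 2 in 1 healthy one.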

Differences from the paper's values

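For *Csf2ra* the paper's supplement gives, as TPM, means of 101.667 in healthy and 86 in arthritic LT-HSCs, 113.333 and 77.3333 in ST-HSCs, and 122 and 120 in MPPs. TPM computed from the deposited FPKM were 11.0 and 5.83 in LT-HSCs, 10.5 and 6.61 in ST-HSCs, and 10.0 and 5.44 in MPPs. Of the alternatives set before the data were examined, raw counts equalled the supplement's values in 6 of 6 groups, and DESeq2's size-factor-normalized counts (109, 82.8, 127, 71.9, 115, and 89.7) were also within the differences allowed. FPKM as deposited and CPM with TMM factors were not.

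The paper names *Lbp* among the genes higher in arthritic LT-HSCs. Its log2 fold change was 0.78 (edgeR adjusted p = 0.524), and no alternative brought the adjusted p under 0.1.

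The paper calls *Cd14* higher in arthritic LT-HSCs, where edgeR gave an adjusted p of 0.278. It was under 0.1 without a low-count filter, in DESeq2, in DESeq2 with the replicate block, and without arthritic LT-HSC replicate 3. For *Cdk6* (edgeR adjusted p = 0.129) the settings under 0.1 were no low-count filter, all 24 libraries, DESeq2, robust edgeR, the replicate block in edgeR and in DESeq2, and the fit without arthritic LT-HSC replicate 3. For *Selp* in LT-HSCs (edgeR adjusted p = 0.186) they were no low-count filter, all 24 libraries, DESeq2, filtered log2 FPKM, both blocks, and the fits without healthy LT-HSC replicate 1 and without arthritic LT-HSC replicate 3.

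The paper calls *Elane*, *Cd14*, *Trem1*, and *Clec5a* higher in arthritic MPPs, where edgeR gave adjusted p-values of 0.257, 0.248, 0.133, and 0.177. All 4 were under 0.1 with all 24 libraries, in DESeq2, and with the replicate block in edgeR and DESeq2. *Trem1* and *Clec5a* were also under it without a low-count filter, and *Cd14*, *Trem1*, and *Clec5a* without arthritic MPP replicate 1.

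Supplementary Fig. 2b marks genes of arthritic MPPs as past the stricter pair of criteria. edgeR had 0 such genes (678 at an unadjusted p under 0.05), while DESeq2, both replicate blocks, all 24 libraries, no low-count filter, and the fit without arthritic MPP replicate 1 had some. Of the 47 genes named there, 44 passed in DESeq2, 45 in DESeq2 with the block, 37 in edgeR with the block, and 23 with all 24 libraries. For LT-HSCs 9 of the 42 passed in edgeR and 37 in DESeq2.

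The paper states, citing earlier work, that the IL-33 receptor is not expressed by HSCs, MPPs, and GMPs. RNA of its gene, *Il1rl1*, had 4.64 ± 4.75 CPM in healthy and 13.5 ± 6.21 CPM in arthritic ST-HSCs (SD, n = 3 libraries each). GMPs had 10.6 ± 6.41 and 8.21 ± 3.20 CPM. In MPPs it had 1.35 ± 0.763 and 1.93 ± 1.21 CPM and in LT-HSCs 0.0447 ± 0.0775 and 1.56 ± 1.95, with at most 23 counts per library. RNA at these levels does not show whether the cells carry the receptor, so the paper's statement was not tested.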

Other observations

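The tests of G2 and M genes and of replicate numbers in the FPKM table were chosen only after the results were seen.

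Healthy MPP libraries on both axes could raise rho. With healthy LT-HSCs on the x axis, and no library shared, rho was 0.606 over the genes past the threshold and 0.470 over all genes, and with healthy ST-HSCs it was 0.408 over all genes. When the healthy MPP libraries were divided between the axes, rho over all genes ran from −0.0920 to 0.472, where differences between experiments enter with opposite sign. Against the other experiments, rho over all genes was 0.152, 0.431, and 0.574. Gene length and GC content left a partial correlation of 0.739. Among the 4 splits of MPP libraries that part the libraries of each experiment, 1, the real one, reached 0.747, with 0.664 the next. Splits of MPP libraries that part 1 pair gave a rho of up to 0.719, close to that of the real split. With 4 splits, a chance division of the libraries cannot be excluded.

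With the change in another population in place of that in MPPs, rho was 0.133 in LT-HSCs, 0.458 in ST-HSCs, and 0.140 in GMPs, and 0.0757, 0.378, and 0.141 with the experiment as a replicate block. These values do not share one baseline. For GMPs, the healthy GMP libraries enter both axes with opposite sign, which lowers rho, while for MPPs the shared healthy libraries raise it. For LT-HSCs and ST-HSCs no library is shared.

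For ST-HSCs 4 of 4 splits and for GMPs 4 of 4 gave as many genes as the real 0, with 227 and 155 genes at an unadjusted p under 0.05 in the real split and up to 67 and 451 in the others. Between healthy GMPs and MPPs 1 of 4 splits gave as many genes. Splits that part 1 pair, and so put both libraries of 2 experiments on one side each, gave up to 4 genes in ST-HSCs and 1268 in MPPs, where same-numbered libraries correlated at 0.558 and 0.552.

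More LT-HSCs in the cell cycle is one possible explanation of the higher *Cdk6*. More cells in the G2 and M phases would predict a rise of the genes of these phases. Instead 32 of 35 were lower, with a mean log2 change of −0.59 that did not reach an adjusted p of 0.05 (0.145 from limma's fry). Such genes do not measure the exit from quiescence, for which the paper calls *Cdk6* essential, so that exit was not tested. In GMPs 33 of 35 of these genes were lower (mean −0.42, adjusted p = 0.0992 from limma's fry), in ST-HSCs 30 of 35 were higher (mean 0.19, limma's fry adjusted p = 0.344), and in MPPs 19 were higher and 16 lower (mean −0.07, limma's fry adjusted p = 0.776).

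Replicate numbers exchanged in the FPKM table may explain why its columns follow other count columns. Same-numbered columns of different groups correlated at 0.362 in the count table and at 0.0585 in the FPKM table. No biological explanation was tested.

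*Ly6a*, which encodes the sorting marker Sca1, rose in LT-HSCs from 96.7 to 261 CPM (log2 fold change 1.45, edgeR adjusted p = 0.0440), and by 1.24, 1.53, and 1.40 in ST-HSCs, MPPs, and GMPs (edgeR adjusted p = 1.00, 0.252, and 1.00). Under the replicate block, the edgeR adjusted p of *Ly6a* was 0.112 in LT-HSCs, 0.160 in ST-HSCs, 0.0360 in MPPs, and 0.960 in GMPs. With all 24 libraries in one edgeR fit it was 0.371 in LT-HSCs and 0.251 in MPPs. *Vldlr* and *Selp*, higher in arthritic LT-HSCs, were lower in healthy GMPs than in healthy MPPs, by −5.68 and −2.17.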
